# Cellular growth defects triggered by an overload of protein localization processes

**DOI:** 10.1038/srep31774

**Published:** 2016-08-19

**Authors:** Reiko Kintaka, Koji Makanae, Hisao Moriya

## Abstract

High-level expression of a protein localized to an intracellular compartment is expected to cause cellular defects because it overloads localization processes. However, overloads of localization processes have never been studied systematically. Here, we show that the expression levels of green fluorescent proteins (GFPs) with localization signals were limited to the same degree as a toxic misfolded GFP in budding yeast cells, and that their high-level expression caused cellular defects associated with localization processes. We further show that limitation of the exportin Crm1 determined the expression limit of GFP with a nuclear export signal. Although misfolding of GFP with a vesicle-mediated transport signal triggered endoplasmic reticulum stress, it was not the primary determinant of its expression limit. The precursor of GFP with a mitochondrial targeting signal caused a cellular defect. Finally, we estimated the residual capacities of localization processes. High-level expression of a localized protein thus causes cellular defects by overloading the capacities of localization processes.

Protein turnover requires cellular resources. However, because resources are finite, ultimate high-level expression of a gratuitous protein potentially leads to overloading and exhaustion of resources^1^. Ultimate high-level expression of a gratuitous protein, in fact, monopolizes cellular resources for protein synthesis and causes cellular growth defects^2^,^3^,^4^,^5^,^6^. In addition to synthesis, protein turnover requires cellular resources for folding, degradation, post-translational modification, and localization. High-level expression of a protein imposes a high demand on these resources and potentially overloads them; for example, high-level expression of an aggregative polyQ-containing protein causes cellular growth defects by sequestering and limiting the chaperone Sis1^7^; disomic yeast strains show growth defects because overexpression of proteins from the extra chromosome overloads the degradation machinery, proteasome^8^. High-level expression of yellow fluorescent proteins (YFPs) with misfolding mutations cause cellular growth defects^9^, while a green fluorescent protein (GFP) with a degradation signal has a stronger negative effect on cellular growth than normal GFP^10^. These proteins may also overload folding and degradation resources when they are highly expressed.

For localization of proteins to intracellular compartments, specific types of transport machinery are used. Localization of proteins is usually performed based on the information of localization signals^11^, and the presence of these signals may be predicted based, in part, on their consensus amino acid sequences. Mitochondrial targeting signals (MTSs) and signal sequences (SSs) located at the N termini of proteins are used to target proteins into the mitochondria and the endoplasmic reticulum (ER), respectively^12^,^13^. Nuclear localization signals (NLSs) are used to import proteins into the nucleus^14^, and nuclear export signals (NESs) are used to export proteins from the nucleus^15^. The C termini of some proteins contain cytoplasmic membrane-anchoring signals^16^, and these localization/targeting signals are recognized by specific transport machinery^11^,^17^,^18^,^19^. Because transport machinery is also a limited cellular resource, high-level expression of a transported protein potentially leads to overload of the transporting process, prevents the transport of other essential proteins, and causes cellular growth defects. However, the overload of localization resources and the physiological consequences of this have never been studied experimentally.

The genetic tug of war (gTOW) is a method for estimating the overexpression limit of a protein in yeasts^20^,^21^,^22^. In a gTOW experiment, the limit leading to cellular growth defects is measured as the copy-number limit of the gene encoding the target protein (for details of the gTOW experiment, see Supplementary Method). Previously, we measured the expression limits of a model gratuitous protein, GFP, using the gTOW in the budding yeast *Saccharomyces cerevisiae*^10^. We also observed that addition of a degradation signal to GFP reduced the expression limit, probably due to the overloading of degradation resources^10^. In this study, we attached various localization signals to GFPs and measured their expression limits using the gTOW method. On the basis of these measurements, we evaluated the overloading of localization resources that correspond to various cellular compartments and analyzed the cellular defects triggered by these loads.

## Results

### Localization signals affect expression limits of GFP

To evaluate overloading of localization processes, we attached various localization/targeting signals to GFPs and measured their expression limits using gTOW. We used codon-optimized enhanced GFP (yEGFP3)^23^ as a model gratuitous protein. Herein, we designate yEGFP3 without any additional sequence or mutation as “GFP” unless otherwise stated. We expected that the limit of each localization process will be reflected in a decreased expression limit of the GFP modified with a given signal sequence and that the overload of this process will cause a specific growth defect. We analyzed mitochondrial targeting, vesicular transport, nuclear localization, nuclear export, and cytoplasmic membrane anchoring processes by attaching each corresponding signal sequence to either the N or C terminus of a GFP (MTS-GFP, SS-GFP, NLS-GFP, NES-GFP, and GFP-CC; Table 1). Characterization of the MTS from *S. cerevisiae* Mrps12 is shown in Supplementary Figure S1. We also analyzed a polyglutamine chain attached to a GFP (Q96-GFP), a misfolding GFP (GFPm3), and a proteasome-dependent degron attached to a GFP (GFP-Deg) as reference proteins causing growth defects on high-level expression (Table 1). GFPs and modified GFPs were expressed using a very strong *TDH3* promoter (*TDH3pro*), strong *PYK1/CDC19* promoter (*PYK1pro*), or less strong *HXT7* promoter (*HXT7pro*)^24^, and the genes were cloned into the gTOW plasmid pTOW40836 (Fig. 1A)^22^. Budding yeast BY4741 cells were transformed with these plasmids, and the copy numbers of gTOW plasmids containing the target genes were measured to estimate the expression limits of modified GFPs.

The growth curves of cells expressing modified GFPs from *PYK1pro* under –Leu–Ura conditions are shown in Fig. 1B–D, while the growth rates of cells harboring the gTOW plasmids in –Ura and –Leu–Ura are shown in Supplementary Figure S2. The growth rate of GFP was significantly lower than that of the empty vector (*p* < 1.0E-4), and cells expressing modified GFPs showed further growth retardation (*p* < 1.0E-6). Copy numbers of gTOW plasmids containing modified GFPs expressed from *PYK1pro* under –Leu–Ura conditions are shown in Fig. 1E. Copy-number limits of modified GFPs, with the exception of NLS-GFP, were significantly lower than the copy-number limit of GFP (*p* < 0.05). We could not analyze NES expressed from *PYK1pro*, probably due to its strong negative effect on cellular growth, although we accidentally obtained a NES mutant containing a 3-amino-acid deletion (NES^*^) (Table 1) that caused milder growth defects and used it for further *PYK1pro* experiments. The copy numbers of gTOW plasmids containing modified GFPs expressed from *HXT7pro* in –Leu–Ura are shown in Fig. 1F. As expected, overall copy numbers were higher than those in *PYK1pro* experiments because *HXT7pro* is weaker, but copy-number limits of MTS-GFP, SS-GFP, NES-GFP, and GFPm3 were still significantly lower than the copy-number limit of GFP (*p* < 0.05). Of these, the NES-GFP showed the lowest copy-number limit. These results indicate that high-level expression of GFPs with various localization signals, with the exception of NLS, affected cellular growth and thus reduced the expression limits of GFPs in the same way as the misfolding and aggregative proteins GFPm3 and Q96-GFP.

The expression limits of modified GFPs were independent of their fluorescent activities. We analyzed modified GFPs with mutations in the fluorophore (GFP-Y66G)^25^, and found that the copy-number limits of modified GFP-Y66Gs were indistinguishable from those of modified GFPs (Supplementary Figure S3).

### High-level expression of modified GFPs triggers transcriptional responses associated with modifications and localization signals

Then, to elucidate the physiological consequences of the high-level expression of modified GFPs, we performed a transcriptome analysis using an oligo DNA microarray. We analyzed transcripts of cells harboring pTOW40836 plasmids with MTS-GFP (*PYK1pro*), SS-GFP (*PYK1pro*), GFPm3 (*PYK1pro*), NES-GFP (*HXT7pro*), GFP (*TDH3pro*), and GFP-Deg (*TDH3pro*) cultured in –Ura conditions because cells showed growth defects under these conditions (Supplementary Figure S2). 

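The cells carried a plasmid that holds *URA3* and a weak allele of *LEU2* as marker genes, and its copy number is held low by growth without uracil and driven up by growth without both leucine and uracil. A GFP that slows growth selects for cells with fewer copies. Each of the 7 strains was measured on 1 array, so no value here has a replicate and no gene is given a p-value. GFP and GFP-Deg were expressed from *TDH3pro*, NES-GFP from *HXT7pro*, and MTS-GFP, SS-GFP and GFPm3 from *PYK1pro*. The RNA of each culture was labelled with a single dye and hybridized to an Agilent yeast array, and the authors deposited the output of the Feature Extraction software for every array, without normalization between arrays. Each array held 45209 spots, of which 43792 carried yeast probes. The 6256 probes, with 7 spots each, covered 6225 systematic names, of which 6196 had 1 probe, 27 had 2 and 2 had 3. Between 97% (SS-GFP) and 98.9% (GFP-Deg) of these spots were well above background, and 0 were saturated. The processed signal of each spot, which the software had already corrected for background, was put on the log2 scale, and the 75th percentile of its array was subtracted. This percentile lay between 3693 in GFP and 5624 in NES-GFP. Spots that the software marked as outliers, from 252 to 373 per array, were left out, the spots of a probe and then the probes of a gene were averaged, and the mean of the 7 arrays was subtracted, in the way the methods describe changes over the average of all experiments. The result is called the deviation, on the log2 scale. Spots of the same probe differed with a pooled SD of 0.11 on the log2 scale, which is the error of a single spot on an array and does not include the differences between cultures. The arrays were on 2 slides. Slide 1 held the empty vector, GFPm3, MTS-GFP and NES-GFP, and slide 2 held GFP, GFP-Deg and SS-GFP, and for some results a value is also given against the mean of the arrays of the same slide. As a check of the strain, *HIS3* and *MET15*, which are deleted or truncated in the host strain BY4741, were not well above background on any array, while *LEU2* and *URA3*, which the plasmid carries, were well above background on all 7.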

We also analyzed an empty vector (pTOW40836) as a control. 

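Of the 6225 systematic names on the array, 558 deviated by more than 2-fold from the mean of the 7 arrays in at least 1 array. Of these, 471 were higher and 314 lower in at least 1 array. The largest numbers of higher genes were in GFP-Deg (187) and MTS-GFP (171), and the smallest in the empty vector (31). The largest number of lower genes was in the empty vector (91), followed by GFP-Deg (76) and GFPm3 (73). The count depended on the choice of threshold, of average and of background correction. It was 1974 at a threshold of 1.5-fold and 156 at 3-fold. At 2-fold, it was 1057 with the empty vector in place of the average, and 275 with the mean of the same slide. After another background correction (normexp) followed by quantile normalization, it was 313.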

Figure 2 shows the result of a hierarchical-clustering analysis of 337 genes whose expressions were changed more than two-fold over the average of all experiments, with gene categories enriched in each cluster. 

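Table S2 lists 336 genes in 20 clusters. By systematic name, 331 of them were found on the array and 5 were not. The cluster values given here are medians of the deviations computed from the deposited arrays over the genes found. The clusters were chosen on these same arrays, so that a high or low median in a cluster is not independent of that choice, and gene lists that were written down from gene names and functions are given beside them. Because Table S2 was chosen for large changes, the part of a list outside it is chosen for smaller ones. Cluster 1, with 107 genes, and cluster 5, with 60 genes, are the largest.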

Expression patterns of characteristic clusters are shown in Supplementary Figure S4, and genes in each cluster are listed in Supplementary Table S2.

In the empty-vector experiment, expression levels of *LEU2* and *URA3* (cluster 12) were higher than those of other experiments, as reflected in the plasmid copy number. 

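In the empty vector, *LEU2* (YCL018W) deviated by 1.13 and *URA3* (YEL021W) by 1.87 from the mean of the 7 arrays on the log2 scale, the highest value of either gene among the arrays. GFP followed, with 0.68 for *LEU2* and 0.98 for *URA3*, and then NES-GFP, with 0.58 and 0.32. In GFP-Deg, *LEU2* was at -0.52 and *URA3* at 0.03, and in SS-GFP they were at -0.25 and -0.44. *LEU2* was lowest in MTS-GFP (-1.06), where *URA3* was at -1.28, and *URA3* was lowest in GFPm3 (-1.48), where *LEU2* was at -0.56. The SD between spots of the same probe was at most 0.09 for *LEU2* and 0.11 for *URA3*, while the differences between cultures of the same strain were not measured. The median of the 5 genes of cluster 12 in the empty vector was 1.44, and 1.69 when the empty vector was left out of the average, the change of average that moved it most.

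**Figure D1:**
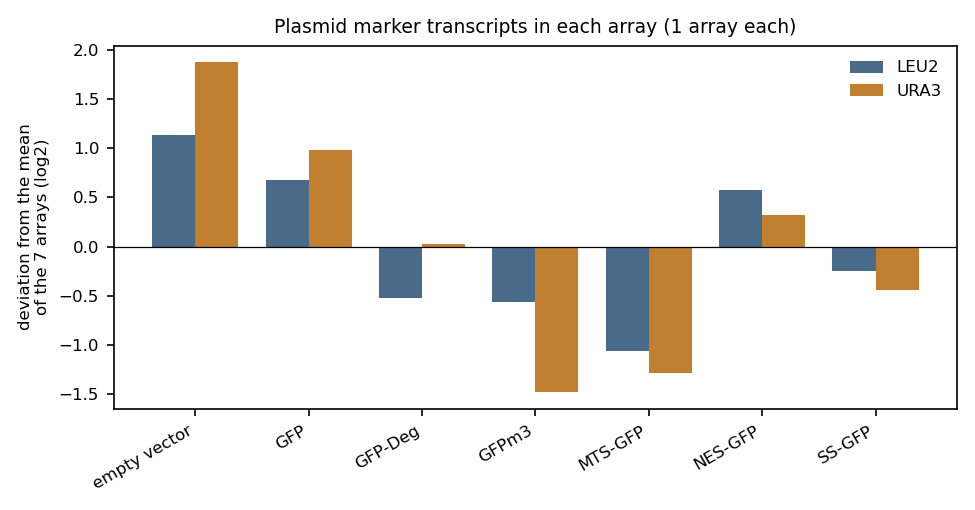
Deviation of *LEU2* and *URA3* from the mean of the 7 arrays (log2, vertical axis) in each array (horizontal axis). Each bar is 1 array, without replicates, and the bars of the empty vector are the highest, at 1.13 for *LEU2* and 1.87 for *URA3*.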

Expression of thiamine biosynthesis and zinc-responsive genes (cluster 3) were also higher, but for unknown reasons. 

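The 17 genes of cluster 3 had a median deviation of 1.56 in the empty vector. The median was 0.75 in GFP-Deg and 0.32 in GFP, fell below the average in SS-GFP (-0.32), MTS-GFP (-0.43) and NES-GFP (-0.46), and was lowest in GFPm3 (-1.05). Of the genes well above background on all 7 arrays, *YOR387C* (3.95), *THI4* (YGR144W) (3.32) and *VEL1* (YGL258W) (3.15) deviated most upward in the empty vector. In GFPm3, *YOR387C* (-6.12), *VEL1* (-4.78) and *ZPS1* (YOL154W) (-4.07) deviated most downward. A list of 21 genes of thiamine biosynthesis and uptake had a median of 0.43 in the empty vector, above all of 10000 random lists of the same size and signal, with 20 of the 21 genes above the average. The 14 of them that Table S2 does not list had a median of 0.37, and the next highest array for the whole list was GFP-Deg (0.16), which fell below the average when the arrays were not scaled to each other. A list of 13 targets of the zinc-responsive factor Zap1 had a median of 0.55 in the empty vector, 0.48 in GFP and 0.42 in GFP-Deg. Over the 7 of them that are not in Table S2, the order was different, with 0.33 in the empty vector and 0.34 in GFP-Deg, both below GFP. The empty vector was the highest array for 5 of the 13 genes. With the median of the 7 arrays as the average, the empty vector was not the highest array for this list. Transcripts of near-identical genes, such as *THI5*, *THI11*, *THI12* and *THI13*, were not tested for binding to each other's probes. A count that includes such genes may therefore not be a count of separate measurements.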

Expression of modified GFPs, with the exception of NES-GFP, induced transcriptional responses associated with their localization signals and modulation. 

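In GFP-Deg, which carries a degradation signal, the 24 genes found on the array of the 25 genes of cluster 19 had a median deviation of 1.74. In each other array the median was lower, at most 0.07 (GFP) and at least -0.51 (NES-GFP). Against the mean of the 3 arrays of its own slide, the median in GFP-Deg was 1.11. Among the genes named in Fig. 2, *DOC1* (YGL240W) deviated by 1.97, *ECM29* (YHL030W) by 1.81, *BLM10* (YFL007W) by 1.08, *RPT6* (YGL048C) by 1.00 and *CUZ1* (YNL155W) by 0.99 in GFP-Deg. In the other 6 arrays, these genes lay between -0.89 (*DOC1* in GFPm3) and 0.39 (*DOC1* in GFP). The largest deviations upward in GFP-Deg were those of *YOL131W* (3.33), *SOR2* (YDL246C) (3.12) and *SOR1* (YJR159W) (3.05), all genes of cluster 19, the last 2 of which are near-identical. Of the 33 subunits of the 26S proteasome, taken as a list, Table S2 holds only 1. Their median in GFP-Deg was 0.68, above all of 10000 random lists of the same size and signal, and 33 of 33 subunits were above the average. In the other arrays the median of the subunits was at most 0.09 (empty vector). The values of *RPT6* and *CUZ1* are close to the 2-fold threshold. *RPT6* changes sides with the normalization and the average, and *CUZ1* with the average. Relative to the mean of the slide, *BLM10* (0.80) and *RPT6* (0.65) were below 2-fold, and *BLM10* was so without scaling between arrays as well.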

Expression of proteasome regulators (cluster 19) was induced on high-level expression of GFP-Deg. Expression of ER stress-related genes (cluster 20) was induced on high-level expression of SS-GFP. 

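In SS-GFP, the 16 genes of cluster 20 had a median deviation of 1.33, against values from -0.54 in NES-GFP to -0.06 in GFP-Deg in the other arrays. Against the mean of the 3 arrays of slide 2, it was 0.98. In SS-GFP, *LHS1* (YKL073W) deviated by 1.26, *ERO1* (YML130C) by 1.10 and *MPD1* (YOR288C) by 1.34. These fell below 2-fold relative to the mean of the slide, to 0.91, 0.83 and 0.99, and *ERO1* was also below it with the empty vector as the average, as was *MCD4*. Figure 2 names *MCD1* among these genes, whereas Table S2 lists *MCD4* (YKL165C). In SS-GFP, *MCD4* deviated by 1.49 and *MCD1* (YDL003W) by -0.43. The largest deviations upward in SS-GFP were those of *HOP1* (YIL072W) (2.23), *YLR349W* (2.10) and *ULI1* (YFR026C) (1.65). A list of 17 genes of ER folding and degradation that the unfolded protein response induces, 5 of which are in Table S2, had a median of 0.79, above all of 10000 random lists, and all 17 were above the average. The next highest array for this list was the empty vector (0.24), also above all of 10000 random lists, so this place is not specific to SS-GFP. *IRE1* (YHR079C), which encodes the sensor of this response, deviated by -0.04.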

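GFPm3 is a misfolding mutant of GFP. The 22 genes of cluster 11 had a median deviation of 1.27 in GFPm3, followed by NES-GFP (0.25) and MTS-GFP (0.17). Against the mean of the 4 arrays of slide 1, it was 0.94 in GFPm3, while NES-GFP and MTS-GFP fell below that mean. Of the genes named in Fig. 2, *SSA4* (YER103W) deviated most in GFPm3 (2.37), followed by *SSA3* (YBL075C) (1.35), *STI1* (YOR027W) (1.10), *AHA1* (YDR214W) (1.09), *TAH1* (YCR060W) (1.05), *MDJ1* (YFL016C) (1.00) and *HSP78* (YDR258C) (0.90). Relative to the mean of the slide, *STI1* (0.82), *AHA1* (0.91), *TAH1* (0.63) and *MDJ1* (0.69) were below 2-fold, and *MDJ1* was so with the mean of the 6 GFP arrays as well, while *HSP78* was above 2-fold under 4 of the 12 alternatives. A list of 27 cytosolic and mitochondrial chaperone genes had a median of 0.68 in GFPm3, above all of 10000 random lists of the same size and signal, with 23 of 27 above the average. The median was 0.27 in GFP-Deg and lower in the remaining arrays, down to -0.34 in SS-GFP. In SS-GFP, GFP and the empty vector, the median lay below all random lists. Over the 19 chaperone genes that are not in Table S2, it was 0.54 in GFPm3.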

Expression of genes involved in protein folding (cluster 11) was induced on high-level expression of GFPm3, confirming a previous analysis of proteomes^9^. Expression of mitochondria-encoded genes (clusters 6 and 18) was reduced on high-level expression of MTS-GFP, which also induced the expression of genes (cluster 1, 2, and 5) significantly enriched in some functional categories. 

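Clusters 6 and 18 hold 8 mitochondria-encoded genes and 7 other genes. In MTS-GFP, the median deviation of the 8 mitochondria-encoded genes fell by 1.21 on the log2 scale, and all 8 were lower than the average, from -1.32 for *COX1* (Q0045) to -1.09 for *ATP8* (Q0080). Whether mitochondria-encoded genes share transcripts was not tested, so counts of them may not be counts of separate measurements. Relative to the mean of the slide, 5 of the 8 were within 2-fold, from -0.98 (*AI5_BETA*) to -0.93 (*ATP6*). The median of the 7 other genes was -1.38 in MTS-GFP. Over all 23 mitochondria-encoded genes on the array, whether in Table S2 or not, the median was -0.82, below all of 10000 random lists of the same size and signal, and 3 of the 23 were above the average. It was -0.52 over the 15 genes that are not in Table S2. It was -0.53 after another background correction (normexp), the alternative that moved it most. Of the 23 genes, 19 were well above background on all 7 arrays, and with only such probes the median was -0.89. Whether the labelling captured mitochondrial and nuclear transcripts alike was not tested. In the other arrays, the median of the 23 genes lay between -0.10 (empty vector) and 0.49 (GFP), the last above all random lists. The genes higher in MTS-GFP had median deviations of 1.57 (cluster 1, 107 genes), 2.02 (cluster 2, 7 genes) and 1.32 (cluster 5, 58 genes found of 60). In cluster 2, *PHO84* (YML123C) deviated by 3.72, *PHO89* (YBR296C) by 2.02 and *PHO5* (YBR093C) by 1.62. A list of 16 genes of the phosphate response had a median of 0.24 in MTS-GFP, and the 9 of them that are not in Table S2 a median of 0.04. The 24 *PAU* genes, all of which are in Table S2, had a median of 2.16, and a list of 12 hypoxic cell wall and sterol uptake genes, 11 of them in Table S2, one of 1.99. The remaining hypoxic gene was at 0.47. *PAU* genes are near-identical, and whether a transcript binds the probes of other members was not tested, so they may not be separate measurements. A list of 28 general stress genes had a median of 1.15, and 28 of 28 were above the average. Table S2 holds 22 of them, and the other 6 had a median of 0.76.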

NES-GFP showed transcriptional responses similar to those of MTS-GFP with respect to clusters 1 and 5, but we could not identify a specific transcriptional response. 

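In NES-GFP, the median deviation was 1.05 for cluster 1 and 0.41 for cluster 5, but -0.69 for cluster 2. Cluster 1 was also above the average in GFPm3 (0.24), but not against the mean of its slide. The *PAU* genes had a median of 1.62, the hypoxic list one of 1.43 and the general stress list one of 0.39, with 0.13 for the hypoxic gene and 0.22 for the stress genes that are not in Table S2. Across the 6225 genes, which are not independent replicates, the deviations in MTS-GFP and NES-GFP had a Pearson correlation of 0.73, the highest of the 21 pairs of arrays. Because every array is part of the average, 100 simulations of unchanged arrays gave a mean correlation of -0.17, from -0.20 to -0.14. MTS-GFP and NES-GFP were on the same slide, and against the mean of that slide the correlation was 0.38, where unchanged arrays gave -0.33. The correlation of NES-GFP with GFPm3, also on that slide, was 0.34 with the mean of the 7 arrays as the average and -0.38 against the mean of the slide. Changed more than 2-fold in NES-GFP and in no other array were 9 genes, of which 8 were higher and 1 was lower, the smallest such number among the 7 arrays. Counted by direction, 9 genes were higher only in NES-GFP and 13 were lower only there. The 12 genes of cluster 4 had a median of 0.90 in NES-GFP, where all 12 were above the average. NES-GFP was the highest array for this cluster under each of 12 alternatives, of which the mean of the other 6 arrays cannot change the order. The median of cluster 4 was also above the average in MTS-GFP (0.66) and the empty vector (0.39). Against the mean of the slide, it was 0.58 in NES-GFP and 0.32 in MTS-GFP. The largest deviations upward in NES-GFP, those of *DAN1* (YJR150C) (2.96), *TIR4* (YOR009W) (2.51) and *YMR317W* (2.28), were accompanied by deviations of 3.34, 3.32 and 2.99 in MTS-GFP.

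**Figure D2:**
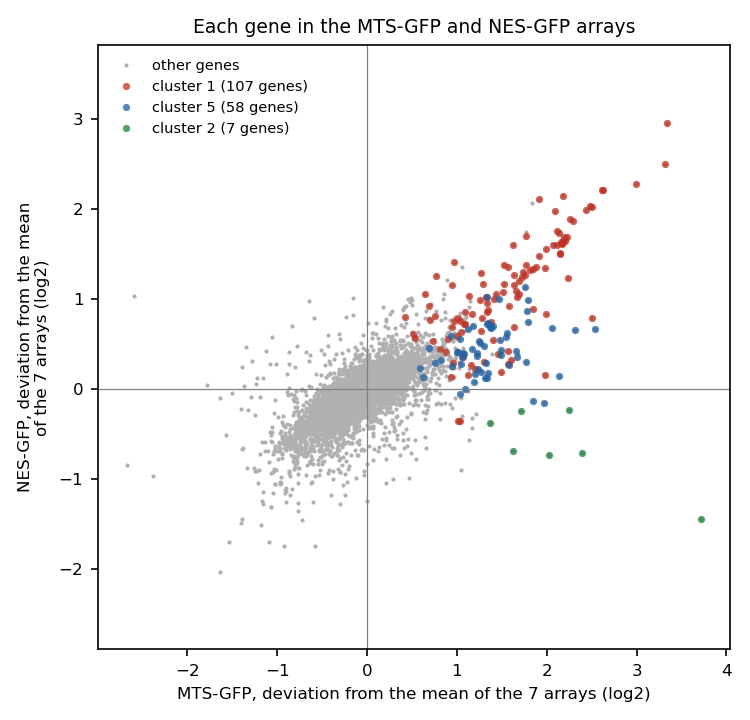
Deviation of each gene from the mean of the 7 arrays (log2) in MTS-GFP (horizontal axis) and NES-GFP (vertical axis), 1 array each. Genes of clusters 1 and 5 lie to the right and mostly above 0, with medians in NES-GFP of 1.05 and 0.41, and the 7 genes of cluster 2 lie to the right and below 0.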

Transcriptome responses thus support the hypothesis that high-level expression of modified GFPs overloads cellular processes associated with localization signals and modifications.

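The gene sets can also be compared between constructs by the number of genes that changed more than 2-fold in 1 array and in no other. This number was 92 in GFP-Deg, 88 in MTS-GFP, 42 in GFPm3, 35 in the empty vector, 27 in SS-GFP and 14 in GFP. In GFP-Deg, 86 of these genes were higher and 6 lower. The list of proteasome subunits was highest in GFP-Deg, that of ER folding and degradation genes in SS-GFP and that of chaperones in GFPm3, and the mitochondria-encoded genes were lowest in MTS-GFP, with the values given above and under each of 12 alternative normalizations, filters and averages. Not all alternatives could change this. The mean of the other 6 arrays rescales all deviations alike. Both filters and the median of a gene's probes left these medians for the proteasome, ER and chaperone lists unchanged. Because each construct was measured once and on 1 of 2 slides, these differences are between arrays. From these responses, with the exception of NES-GFP, for which it names no specific response, the paper proposes that modified GFPs at a high level overload the processes tied to their signals and modifications.

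**Figure D3:**
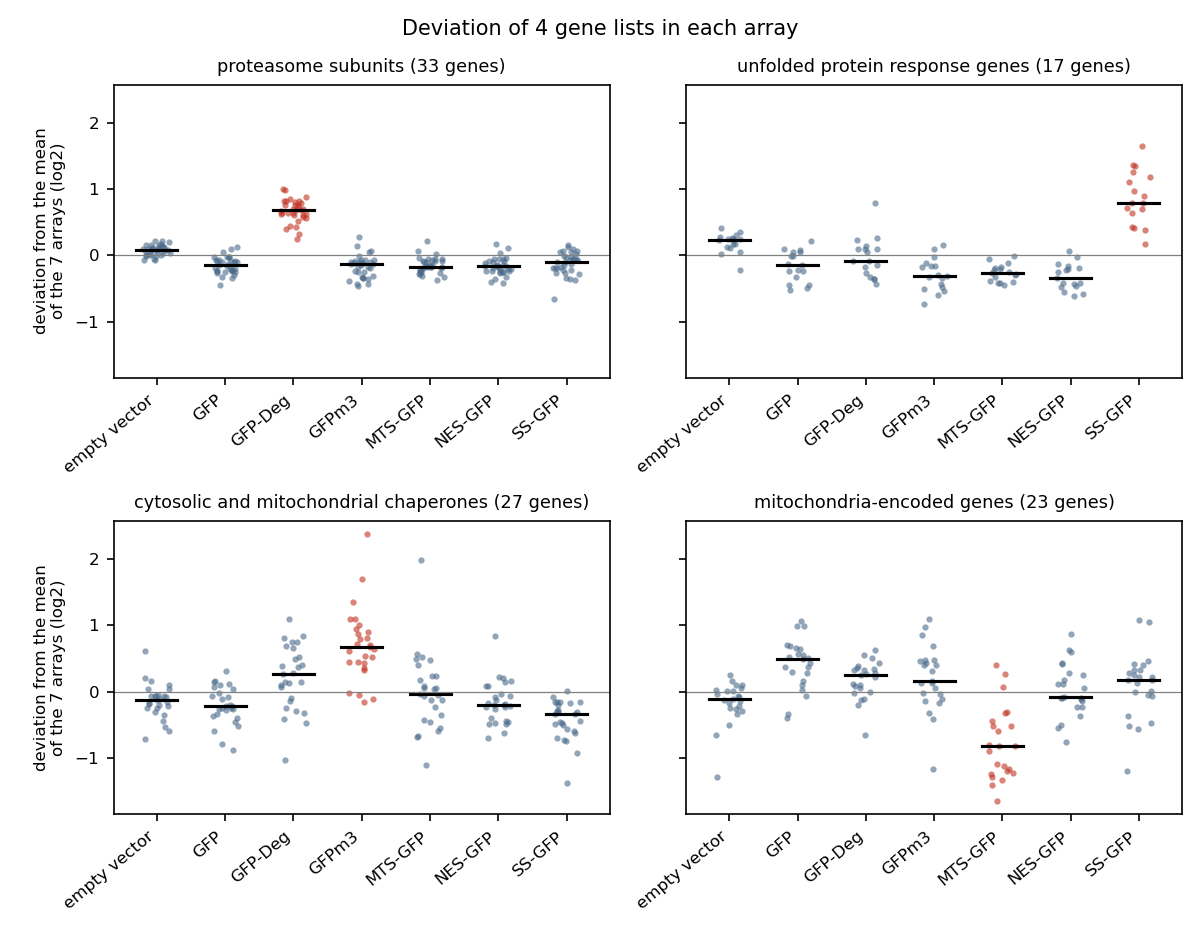
Deviation of each gene of 4 lists from the mean of the 7 arrays (log2, vertical axis) in each array (horizontal axis). Points are genes, black lines are medians, and the construct named for each list in the text is in red. In that construct, the proteasome subunits lie from 0.25 to 1.00, the ER folding and degradation genes from 0.16 to 1.65, the chaperones from -0.16 to 2.37 and the mitochondria-encoded genes from -1.64 to 0.40.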

### Cargo size and a mutation in the exportin Crm1 affect the limits of NES-GFPs

NES-GFP had the lowest expression limit among the tested localization signals (Fig. 1F). Microarray analysis, however, yielded no evidence that high-level expression of NES-GFP causes overloading of nuclear export processes. 

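A list of 23 importins, exportins and Ran system genes had a median deviation of -0.19 in NES-GFP, lower than all but 0.40% of 10000 random lists of the same size and signal. The list was lower still in MTS-GFP (-0.34). *CRM1* (YGR218W), which encodes the exportin that binds the NES, deviated by -0.10 in NES-GFP. This is within the pooled SD between single spots, but the spots of *CRM1* had an SD of at most 0.04. Differences between cultures were not measured, so whether *CRM1* changed is not settled. A list of 29 nuclear pore genes had a median of -0.12 in NES-GFP. Without any scaling between arrays, the median became 0.11 for the transport list and 0.19 for the pore list, but the median of all genes in NES-GFP was 0.27 there, so that both lists stayed below it. No gene of either list is in Table S2.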

We considered two possible causes of cellular growth defects when a NES-containing protein is highly expressed. One is process overload, in which high-level expression of a NES-containing protein overloads the transport machinery, and the other is direct toxicity, in which a highly expressed NES peptide nonspecifically binds to unknown essential factors and affects their functions.

To distinguish these possibilities, we constructed triple GFPs (3×GFP) with NES and NLS. A nuclear pore has an exclusion molecular weight limit, and small proteins such as GFP monomers (27 kDa) diffuse freely into and out of the nucleus^26^. Thus, we increased the size of cargo proteins using 3×GFP (81 kDa) to reduce the speed of free diffusion (our working models are shown in Supplementary Figure S5). Expression of 3×GFPs was validated using Western blot analysis in Supplementary Figure S6, and the functionalities of NLS and NES used here were evaluated in Supplementary Figure S7. Although GFP monomers with NLS and NES were localized throughout the nucleus and cytoplasm (Fig. 3A), 3×GFP with NLS and NES indeed were localized inside and outside the nucleus, respectively (white arrowheads in Fig. 3B). If the transport process is overloaded by the high-level expression of NES-GFP, reducing the diffusion speed using 3×GFP will increase the expression. On the other hand, if the NES peptide shows direct toxicity, cargo size will not change the expression limit. Figure 3C shows the copy-number limits of GFP and 3×GFP with NLS and NES. The copy-number limits of 3×GFP and NLS-3×GFP were lower than those of GFP and NLS-GFP, probably because 3×GFP exerts a higher protein burden effect^6^. In contrast, NES-3×GFP showed a higher copy-number limit than NES-GFP, and in particular, NES (without the 3-amino-acid deletion) could be expressed from *PYK1pro* when 3×GFP was used, whereas only NES^*^ (the mutant NES with the 3-amino-acid deletion) could be analyzed in the case of a single GFP (see above). These results support the hypothesis that high-level expression of NES-GFP overloads the nuclear export process.

The export carrier of the NES used in this study is the exportin Crm1^27^. Thus, it is possible that Crm1 is the primary limiting factor in nuclear export overload when NES-GFP is highly expressed. We accordingly measured the expression limits of NES-GFPs in a temperature-sensitive *crm1* mutant (*crm1-1*), and as shown in Fig. 3D, the copy-number limits of NES-GFP (*HXT7pro*), NES^*^-GFP (*PYK1pro*), and NES-3×GFP (*PYK1pro*) in *crm1-1* mutant cells were significantly reduced compared with those in the wild type cells (*p* < 1.0E-8). This suggests that high-level expression of a NES-containing protein overloads the Crm1-mediated nuclear export process.

### The ER stress triggered by GFP misfolding is not the primary determinant of the expression limit of SS-GFP

Commonly used GFPs are poorly folded and are misfolded into disulfide-linked oligomers in the ER^28^,^29^. Thus, we speculate that the misfolded GFP triggers the ER stress response that we observed upon high-level expression of SS-GFP (Fig. 2) and that the expression limit of SS-GFP is determined by overload of the ER protein quality-control machinery. 

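SS-GFP shared its slide with GFP and GFP-Deg, and the 17 genes of ER folding and degradation were compared on that slide alone. Against the mean of these 3 arrays, their median was 0.57 in SS-GFP, -0.44 in GFP and -0.22 in GFP-Deg. Over the 12 genes that Table S2 does not list, the median deviation from the mean of the 7 arrays in SS-GFP was 0.70.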

We accordingly tested a recently developed moxGFP, which lacks cysteine and does not misfold in the ER^29^, as well as GFP^fast^, which folds faster and avoids misfolding in the ER^28^. Using Western blot analysis, we confirmed that SS-GFP constitutes disulfide bond-linked oligomers but that SS-GFP^fast^ and SS-moxGFP do not (Fig. 4A). Next, we tested whether the defects in the ER stress response affect the expression limits of SS-GFP. As shown in Fig. 4B, cells with a deletion of *IRE1*, an essential factor in ER stress response, showed severe growth defects upon high-level expression of SS-GFP but not in the case of SS-moxGFP. This result supports the idea that the expression limits of SS-GFP are determined by overload of the ER quality control machinery. However, the copy-number limit of SS-moxGFP was still as low as that of SS-GFP, and the limit of SS-GFP^fast^ was even lower (Fig. 4C). Then, we observed the ER structure of cells expressing high-level SS-GFP and SS-moxGFP, as shown in Fig. 4D. In the budding yeast, ERs are usually observed as two-ring structures (a nuclear envelope and a cortical ER)^30^. When SS-GFP is highly expressed, they sometimes showed aberrant, aggregated structures that co-localize with SS-GFP, and changing GFP into moxGFP did not revert these aberrant ER structures. These results suggest that high-level expression of SS-GFP and SS-moxGFP affects normal ER functions. We thus concluded that the ER stress triggered by GFP misfolding is not the primary determinant of the SS-GFP expression limit.

### Mislocalization-triggered cellular defects may determine the low expression limit of MTS-GFP

The transcriptome analysis above suggests that high-level expression of MTS-GFP causes mitochondrial defects (Fig. 2). 

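Beside the mitochondria-encoded genes, 31 genes of the respiratory chain that are encoded in the nucleus were taken as a list. In MTS-GFP, their median deviation was 0.09, above 99.3% of 10000 random lists of the same size and signal, and 26 of the 31 were above the average. The list was at 0.18 in NES-GFP and -0.16 in SS-GFP. A list of 22 genes of mitochondrial import and processing had a median of -0.05 in MTS-GFP, above 46.3% of the random lists, and its sign changed under loess normalization and without scaling between arrays. Against the empty vector on the same slide, the median of the 23 mitochondria-encoded genes fell by 1.00 on the log2 scale in MTS-GFP. It was -0.45 over the 15 of them that are not in Table S2, and 4 of the 23 were higher. These 23 genes may not be separate measurements.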

Figure 5A shows a microscopic observation of MTS-GFP. We observed a few normal mitochondrial structures as seen in the GFP control in cells expressing high-levels of MTS-GFP. MTS-GFP was observed throughout the cytoplasm and cell periphery, sometimes as dots; it has been reported that GFP with MTS from *Neurospora crassa* Su9 protein (MTS2, Table 1) localized to the mitochondria even when highly expressed from the *ADH1* promoter on a 2-μm plasmid^31^. Thus, we accordingly analyzed the expression limit of MTS2-GFP. We also analyzed a MTS from *S. cerevisiae* Adh3 (MTS3, Table 1) because this is one of the highly expressed mitochondrial proteins^32^,^33^. Interestingly, MTS2-GFP and MTS3-GFP have much higher copy-number limits than MTS-GFP (Fig. 5B); MTS2-GFP and MTS3-GFP localized to the mitochondria even under the same conditions when MTS-GFP mislocalized (*PYK1pro*, –Ura). MTSs are usually removed after transport into the mitochondria by matrix proteases^17^; nevertheless, we found that some fraction of MTS-GFP, MTS2-GFP, and MTS3-GFP remained as precursors under our experimental conditions (arrowheads in Fig. 5C). Consistent with this localization pattern, non-transported MTS-GFP precursors were much more abundant than the matured form. From these results, we hypothesize two alternative causes for cellular defects when MTS-GFP is highly expressed; MTS-GFP overloads mitochondrial transport machinery with lower amounts than MTS2 and MTS3, or the precursor form of MTS-GFP causes cellular defects, probably due to the properties of the MTS amino acid sequence (our working hypothesis is shown in Supplementary Figure S8A). To test these hypotheses, we added a proteasome-dependent degron (Deg, see above) to MTS-GFP to selectively digest the cytoplasmic precursor of MTS-GFP (our working hypothesis is shown in Supplementary Figure S8B, and reduction of the precursor form in MTS-GFP-Deg was confirmed by Western blot analysis as shown in Supplementary Figure S9). Interestingly, MTS-GFP-Deg clearly localized to the mitochondria and did not cause an aberrant mitochondrial morphology (Fig. 5A). In addition, MTS-GFP-Deg had a higher copy-number limit than MTS-GFP, although the attachment of Deg to GFP, MTS2-GFP, and MTS3-GFP reduced this limit, probably due to degradation overload (Fig. 5B). This result supports the idea that mislocalized MTS-GFP precursors cause cellular defects, including mitochondrial dysfunction, and limit its expression. In addition, it has been suggested that effective MTSs, like MTS2 and MTS3, transport GFPs without strong cellular defects.

### Estimation of protein expression limits of GFPs with localization signals

We next estimated the protein amount sufficient to cause growth defects due to the overload of each localization process by measuring the amounts of GFPs with localization signals. As shown in Fig. 6A, we measured the amounts of MTS3-GFP (*PYK1pro*, –Leu–Ura), NES-GFP (*HXT7pro*, –Ura), and SS-moxGFP (*PYK1pro*, –Ura) as we considered them to be expressed to the upper limits of mitochondrial targeting, nuclear export, and vesicle-mediated transport, respectively. The amounts were then compared with those of GFP (*PYK1pro*, –Leu–Ura) and moxGFP (*PYK1pro*, –Leu–Ura), which reflect total cytoplasmic protein production capacity. We found that GFP and moxGFP could be recognized as bold bands among the total proteins separated by SDS-PAGE (red points in Fig. 6B) and accordingly first estimated the GFP levels as percentage protein with respect to total protein by measuring the intensity of GFP bands and then divided them by the total protein intensity after protein fluorescent labeling (Table 2; calculation method is shown in Supplementary Figure S10). We then measured the protein levels using the in-gel GFP fluorescence of SDS-PAGE-separated total cellular protein (Fig. 6C). Estimated protein expression limits of mitochondrial transport, nuclear export, and vesicle-mediated transport were 4.1%, 1.0%, and 0.7% of total protein, respectively (Fig. 6D, Table 2).

## Discussion

In this study, we aimed to evaluate the overloads of protein localization processes by measuring expression limits of GFPs with various localization signals using the gTOW method. Attachment of localization signals tested in this study, with the exception of NLS, reduced the copy-number limit of GFP (Fig. 1), suggesting that high-level expression of proteins with localization signals cause growth defects, just as is the case for misfolded and aggregative proteins. Transcriptome analysis suggested that high-level expression of localization signal-attached GFPs causes defects in their targeted cellular processes (Fig. 2). Among the localization signals tested in this study, NES-GFP had the lowest expression limit (Fig. 1). The finding that expression limit was further reduced in exportin mutant *crm1-1* cells suggested that high-level NES-GFP triggers the exhaustion of Crm1 (Fig. 3D). In contrast, high-level expression of NLS-GFP did not show a low expression limit like that of NES-GFP (Fig. 1). Thus, the nuclear–cytoplasmic transport process may have asymmetric capacity. We found no evidence that transport factors are exhausted when MTS-GFP or SS-GFP are highly expressed; limiting factors might be identified by the systematic screening of mutants where expression limits are reduced. “Localization processes” described here can be dissected into individual resource-consuming processes, such as recognition and modification of localization signals, transportation, response against stresses caused by localization signals, and removal of mislocalized proteins, and so on. (Supplementary Figure S11). Factors involved in these individual processes could be the limiting factors to be identified.

The expression limits of GFPs with localization signals are affected by size and folding properties of cargo proteins (Figs 3 and 4) and by the properties of the localization signal (Fig. 5). The reason behind the low expression limit of NES-GFP may be the use of monomeric GFP, which is smaller than the exclusion limit of the nuclear pore and freely diffuses through it; indeed, increasing cargo size by using 3×GFP increased the expression limit (Fig. 3C). Thus, it is possible that amino acid sequences matching the consensus sequences of the nuclear export signal could be avoided in a small protein because they readily overload the nuclear–cytoplasmic transport process. It is known that the slowly folding proteins, including GFP, which we used first in this study, sometimes misfold in the ER^28^,^29^. Indeed, we found that high-level expression of SS-GFP induced the ER stress response (Fig. 2) and led to misfolding (Fig. 4A). However, SS-moxGFP, which avoids misfolding^29^, had the same expression limit as SS-GFP (Fig. 4C), indicating that GFP misfolding is not the primary determinant of the expression limit of SS-GFP. The rapidly folding proteins, such as dihydrofolate reductase and GFP, could trigger “clogging” of the transport process in the ER^34^, which may be another factor limiting the expression of SS-GFPs. MTS (MTS from Mrps12, Supplementary Figure S1), which we used in the initial analysis, showed a relatively low expression limit (Fig. 1). Accumulation of the precursor of MTS-GFP in the cytoplasm appeared to account for the low limit, given that removal of the cytoplasmic precursor increased the expression limit (Fig. 5B). Other MTSs, such as MTS2 and MTS3, were effectively transported into mitochondria (Fig. 5A), and their expression limits were much higher (Fig. 5B). These observations suggest that high-level expression of mitochondrial proteins with ineffective MTSs causes cellular growth defects due to negative effects of the precursors. Cytoplasmic accumulation of precursors of mitochondrial proteins has recently been reported to trigger proteostatic stress^35^,^36^. In this study, we showed that artificial attachment of a proteasome-dependent degradation signal increased the expression limit of MTS-GFP (Fig. 5B). Intrinsic mitochondrial proteins whose precursors have negative effects in the cytoplasm may be removed by the proteasome.

In this study, we measured the protein expression limits of GFPs with localization signals (Fig. 6). Although the limit of GFP was 15% of total protein, the limits of MTS-GFP, NES-GFP, and SS-GFP were restricted to 4%, 1%, and 0.7%, respectively (Table 2 and Fig. 6). We propose that this restriction reflects the capacity of each transport process and potentially causes a growth defect upon overexpression of endogenous proteins with localization signals. We note that we estimated protein expression limits out of total protein. Estimating the protein expression limit for each intracellular compartment using fractionated organelles might help to precisely understand the capacity. In eukaryotic cells, over half of proteins localize to an intracellular compartment^37^. Because the amount of a target protein expressed in overexpression experiments reaches approximately 1% of total protein^38^, a large proportion of proteins that cause growth defects upon overexpression probably comprise proteins triggering process overloads. Aneuploid cells such as cancer cells in which many proteins are simultaneously overexpressed are expected to suffer from process overloads, and the expression of heterologous proteins is restricted by the capacities of transport processes. Thus, understanding and controlling process overloads is beneficial for disease treatment and cellular engineering.

## Materials and Methods

### Strains, growth conditions, and yeast transformation

BY4741 (*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0*)^39^ was used as the host strain for the experiments. The *ire1Δ* (*MATa ire1Δ*::*KanR his3Δ1 leu2Δ0 met15Δ0 ura3Δ0*) and *crm1-1* (*MATa crm1-1*::*KanR his3Δ1 leu2Δ0 met15Δ0 ura3Δ0*) strains were derivatives of BY4741^40^,^41^. Yeast culture and transformation were performed as previously described^42^. Synthetic complete (SC) medium without uracil (Ura) and leucine (Leu) as indicated were used for yeast culture.

### Plasmids used in this study

The plasmids used in this study are listed in Supplementary Table S3. The plasmids were constructed on the basis of the homologous recombination activity of yeast cells^43^, and their sequences were verified by DNA sequencing. Files for the ApE software containing the DNA sequences and annotations of plasmids are provided upon request. The mRFP-SEC12 plasmid (pRS413-mRFP-SEC12) was constructed by transferring the *TDH3pro-mRFP-SEC12* fragment from 316-mRFP-Sec12^44^ into pRS413^45^.

### Measurement of plasmid copy-number limit

DNA from yeast cells grown in either a SC–Ura or a SC–Leu–Ura medium was prepared according to a previously described method^20^. The plasmid copy number was measured by real-time PCR as previously described^20^ using a Lightcycler480 (Roche). *LEU2* primer set (LEU2-2F: 5′-GCTAATGTTTTGGCCTCTTC-3′; LEU2-2R: 5′-ATTTAGGTGGGTTGGGTTCT-3′) and *LEU3* primer set (LEU3-3F: 5′-CAGCAACTAAGGACAAGG-3′; LEU3-3R: 5′-GGTCGTTAATGAGCTTCC-3′) were used to amplify DNA fragments of the pTOW40836 plasmid and genomic DNA, respectively. Average values, standard deviation (SD), and *p*-value of Student’s *t* tests were calculated from at least three independent biological experiments.

### Measuring maximum growth rate and GFP fluorescence

Cellular growth was measured by monitoring OD_595_ every 30 minutes using an Infinite F200 microplate reader (TECAN). The maximum growth rate (MGR) was calculated as described previously^20^. Average values, standard deviation (SD), and *p*-values of Student’s *t* test were calculated from at least three independent biological experiments.

### Microarray analysis

Total RNA was extracted from log-phase cells cultured in SC–Ura medium using the hot-phenol method^46^. Equipment and reagents for the subsequent microarray analysis were provided by Agilent Technologies unless otherwise stated. Quality of the RNA was checked using the 2100 bioanalyzer. The RNA was labeled using the Low Input Quick Amp Labeling Kit One-Color, hybridized to the Yeast oligo DNA microarray version 2.0 using a Gene Expression Hybridization Kit, and washed using the Gene Expression Wash Buffers Pack as described in the manufacturer’s protocol. The hybridized mRNAs were scanned and quantified using the SureScan microarray scanner and the Feature Extraction software. The raw data were processed using the agilp R-Bioconductor package (https://www.bioconductor.org/packages/release/bioc/html/agilp.html). We extracted genes whose expression was changed more than two-fold over the average of all seven experiments. The genes were clustered into 20 clusters by the hierarchical-clustering (average) method using R (https://www.r-project.org). Gene ontology and publication significantly enrich the genes were surveyed using the List Analysis of YeastMine (http://yeastmine.yeastgenome.org/). All raw data was deposited in the GEO database (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE76080.

### Microscopic observation

Log phase cells were cultivated in a SC–Ura medium. Cellular images were obtained and processed using the DMI6000 B microscope and Leica Application Suite X software (Leica Microsystems). GFP fluorescence was observed using the GFP filter cube. Cellular DNA was stained with 100 μg/ml Hoechst 33342 (H3570, ThermoFisher) for 5 min and observed using the A filter cube. The mitochondrion was stained with 50 ng/ml MitoTracker Red CMXRos (M7512, ThermoFisher) for 30 minutes and observed using the RFP filter cube. The ER was observed using mRFP-Sec12 using the RFP filter cube. Percentages of normal two-ring ER structures observed with mRFP-Sec12 were counted from approximately 300 cells. The mean and standard deviation (SD) were calculated from five independent images.

### Protein analysis

Total protein was extracted from log-phase cells with NuPAGE LDS sample buffer (ThermoFisher NP0007) after 0.2N NaOH treatment^47^. For each analysis, total protein extracted from 100 μL of cells with OD_600_ 1.0 was used. For total protein visualization, the extracted total protein was separated by SDS-PAGE and stained by Coomassie staining (LC6060, ThermoFisher). For detection of GFP, the SDS-PAGE separated proteins were transferred to a PVDF membrane. GFP was detected using an anti-GFP antibody (11814460001, Roche), a peroxidase-conjugated second antibody (414151F, Nichirei Biosciences), and a chemiluminescent regent (34095, ThermoFisher). The chemiluminescent image was acquired with an LAS-4000 image analyzer in chemiluminescence detection mode (GE Healthcare). In-gel GFP fluorescence was measured as follows: SDS-PAGE-separated GFP was refolded by soaking in phosphate-buffered saline (P4417, Sigma) with 0.1% Tween 20 for two hours and then GFP fluorescence was detected and measured using the LAS-4000 image analyzer in GFP fluorescence detection mode and Image Quant TL software (GE Healthcare). For estimation of GFP amount as a proportion of total protein, the extracted total protein was labeled with Ezlabel FluoroNeo (WSE-7010, Atto) as described in the manufacturer’s protocol and separated by SDS-PAGE. Proteins were detected and measured using the LAS-4000 image analyzer in SYBR-Green fluorescence detection mode and Image Quant TL software. The GFP expression level was calculated as described in Supplementary Figure S10. Average values, standard deviation (SD), and *p*-values of Student’s *t* test were calculated from at least three independent biological experiments.

## Additional Information

**How to cite this article**: Kintaka, R. *et al*. Cellular growth defects triggered by an overload of protein localization processes. *Sci. Rep.* **6**, 31774; doi: 10.1038/srep31774 (2016).

## Supplementary Material

Supplementary Information

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

## Figures and Tables

**Figure 1:**
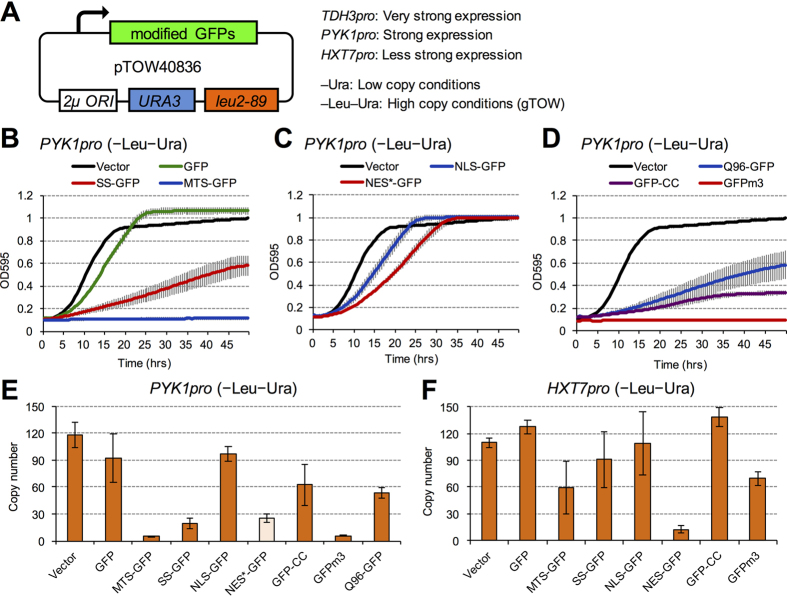
High-level expression of modified GFPs affects cellular growth. (**A**) Structure of the plasmid used in this study. Modified GFPs are expressed from *TDH3pro*, *PYK1pro*, or *HXT7pro*. The copy number of the plasmid is low under –Ura conditions and high under –Leu–Ura conditions, owing to the selection bias imposed by *leu2d* (for details of the gTOW experiment, see Supplementary Method). (**B**–**D**) Growth curve of cells expressing modified GFP under –Leu–Ura conditions. The optical densities at 595 nm (OD_595_) of the cell cultures were measured every 30 minutes. Error bars represent standard deviation. (**E**,**F**) Copy numbers of the gTOW plasmids containing modified GFPs under –Leu–Ura conditions. Modified GFPs were expressed from *PYK1pro* (**E**) or *HXT7pro* (**F**). Error bars represent standard deviations.

**Figure 2:**
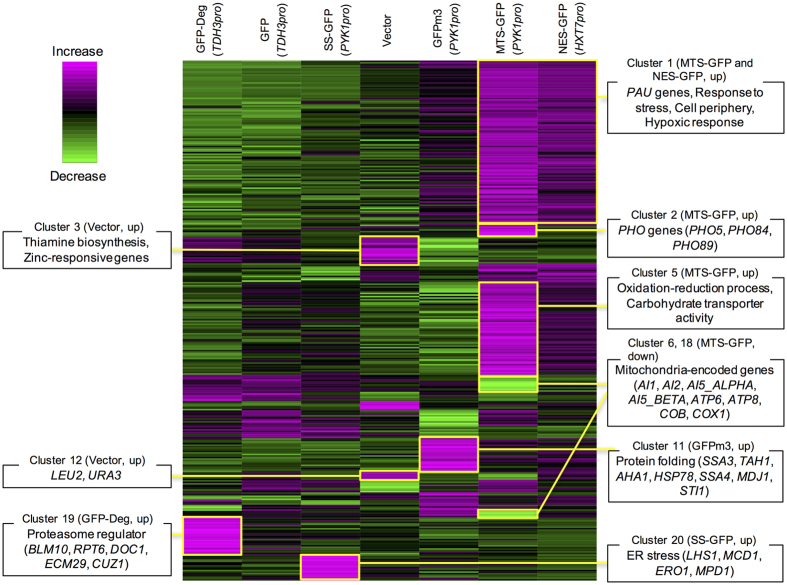
Transcriptional response upon high-level expression of modified GFP. The mRNAs expressed in the cells expressing modified GFPs were analyzed by DNA microarray analysis. Expressed modified GFPs and the promoters are shown at the top. Genes whose expression levels changed by greater than two-fold over the mean of all experiments were isolated and divided into 20 clusters according to the similarities in their expression profiles. Clusters containing genes with specific functional categories are shown. Expression patterns of characteristic clusters are shown in Supplementary Figure S4, and genes in each cluster are listed in Supplementary Table S2.

**Figure 3:**
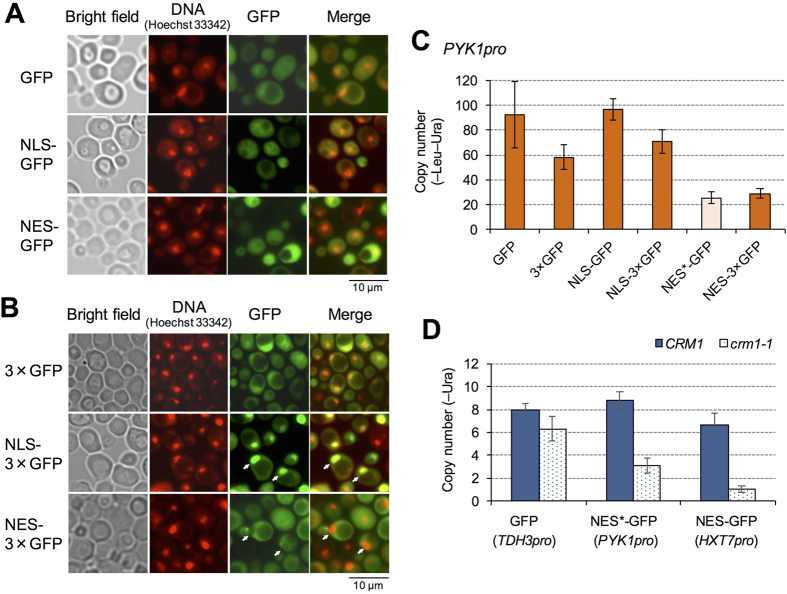
Effect of cargo size and exportin Crm1 mutation on the limits of NES-GFPs. (**A**,**B**) Localization of monomeric GFPs with NLS and NES (**A**) and 3×GFP with NLS and NES (**B**). Cells expressing indicated modified GFPs from *PYK1pro* on gTOW plasmids cultured in –Ura medium were observed. Arrowheads indicate the positions of nuclei. **C**) Copy numbers of gTOW plasmids containing indicated modified GFPs expressed from *PYK1pro* under –Leu–Ura conditions. **D**) Copy numbers of gTOW plasmids containing indicated modified GFPs expressed from indicated promoters within the wild type (*CRM1*) and the *crm1-1* mutant cells cultured at 30 °C in –Ura conditions. Error bars represent standard deviations.

**Figure 4:**
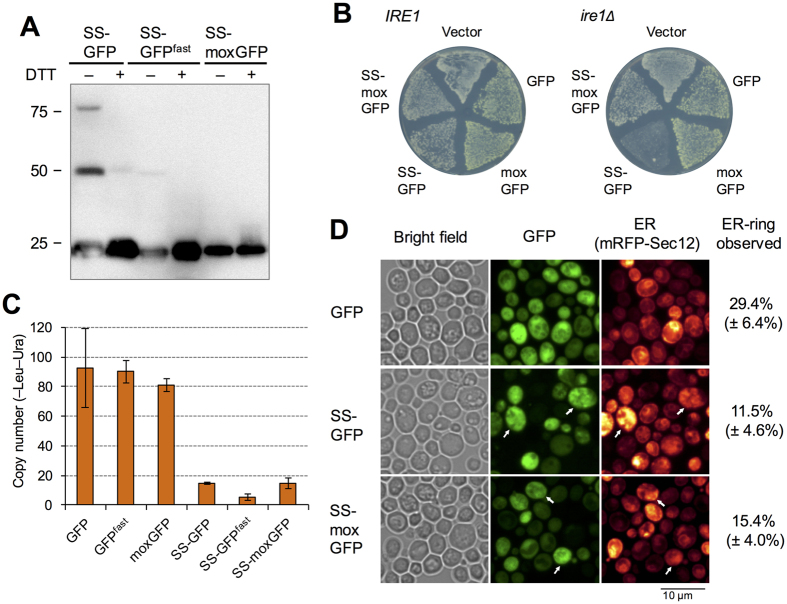
ER stress triggered by misfolding of GFP is not the primary determinant of the expression limit of SS-GFP. (**A**) Western blot analysis of SS-GFPs using anti-GFP antibodies. Protein samples were prepared from cells cultured in –Ura medium. Molecular weight (kDa) is shown on the left. DTT: dithiothreitol. (**B**) Growth of wild type (*IRE1*, BY4741) and *ire1Δ* cells upon high-level expression of modified GFPs. Cells expressing indicated modified GFPs were spread onto –Ura plates. (**C**) Copy numbers of modified GFPs in –Leu–Ura conditions. Error bars represent standard deviations. (**D**) Localization of modified GFPs. Arrowheads indicate aberrant and aggregated ER structures co-localizing with SS-GFP and SS-moxGFP. Percentages of normal two-ring ER structures observed with mRFP-Sec12 are also shown.

**Figure 5:**
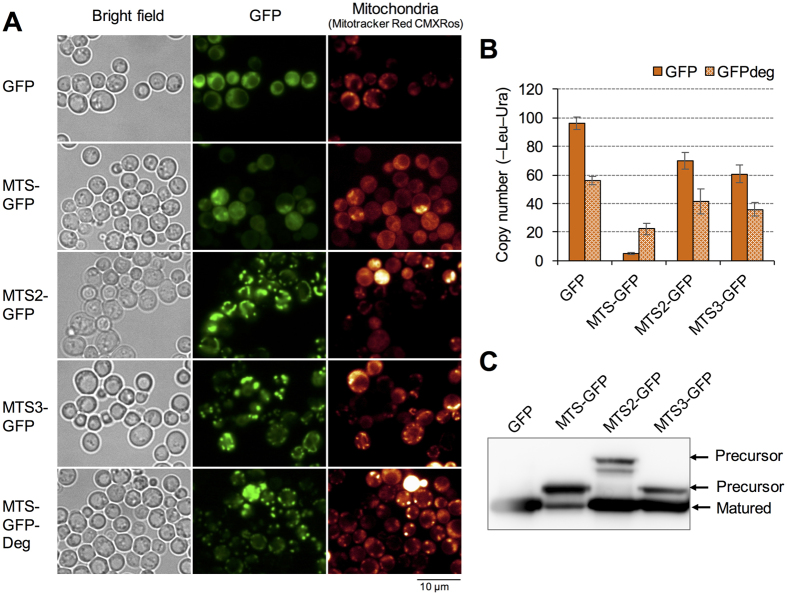
Growth defects triggered by a mislocalized cytoplasmic precursor may determine the expression limit of MTS-GFP. (**A**) Localization of MTS-GFPs. Cells expressing indicated modified GFPs from *PYK1pro* on gTOW plasmids cultured in –Ura medium were observed. (**B**) Copy numbers of gTOW plasmids containing indicated modified GFPs under –Leu–Ura conditions. (**C**) Western blot analysis of MTS-GFPs using anti-GFP antibodies. Protein samples were prepared from cells cultured in –Ura medium. Precursors and matured form of MTS-GFPs are indicated. Uncropped original blot image can be found in Supplementary Figure S12.

**Figure 6:**
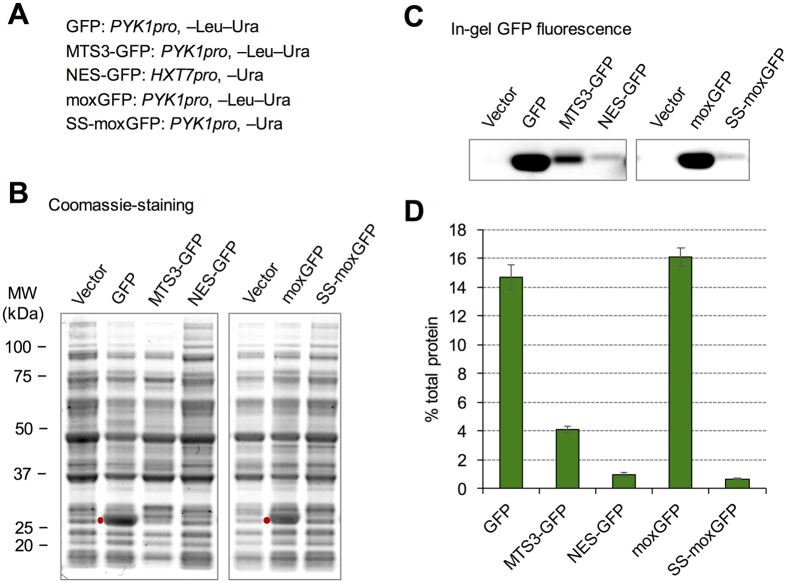
Estimation of protein expression limits of GFPs with localization signals. (**A**) Promoter and growth conditions used to express each modified GFP. (**B**) Coomassie staining of SDS-PAGE-separated total cellular proteins. Red points indicate GFP bands. (**C**). In-gel fluorescence of modified GFPs. Uncropped original blot images can be found in Supplementary Figure S12. (**D**) Expression levels of modified GFPs as a proportion of total protein.

**Table 1:** Localization signals and modifications used in this study.

Name	Origin	Length (a.a.)*	N or C terminal	Reference
Mitochondrial targeting signal (MTS)	Mitochondrial ribosomal protein Mrps12, *S. cerevisiae*	29	N	48
Mitochondrial targeting signal 2 (MTS2)	ATP synthase protein 9, mitochondrial precursor *N. crassa*	69	N	31
Mitochondrial targeting signal 3 (MTS3)	Mitochondrial alcohol dehydrogenase Adh3, *S. cerevisiae*	29	N	33
Signal sequence for vesicle-mediated transport (SS)	EP procyclin, *T. brucei*	29	N	49,50
Nuclear localization signal (NLS)	Large T-antigen, SV40	8	N	51,52
Nuclear export signal (NES)	cAMP-dependent protein kinase inhibitor, *H. sapiens*	15	N	51,53
Nuclear export signal short (NES*)	cAMP-dependent protein kinase inhibitor, *H. sapiens*	12	N	This study
Cytoplasmic membrane retention signal (CC)	Casein kinase Yck2, *S. cerevisiae*	186	C	54
Poly glutamine stretch (Q96)	huntingtin exon 1, *H. sapiens*	183	N	7
Misfolding mutant (m3)	Synthetic (N23I, E32K, G40V)	—	—	9
Degradation signal (Deg)	Ornithine decarboxylase, *M. musculus*	25	C	55

^*^Amino acid sequences are listed in Supplementary Table S1.

**Table 2:** Estimated protein expression limits of modified GFPs.

Expressed protein (promoter, conditions)	% total protein (A)	% GFP (B)	A × B ÷ 100 (% total protein)
GFP (*PYK1pro*, –Leu–Ura)	14.7 ± 0.7	100.0 ± 5.6	14.7 ± 0.8
MTS3-GFP (*PYK1pro*, –Leu–Ura)		28.1 ± 1.6	4.1 ± 0.2
NES-GFP (*HXT7pro*, –Ura)		6.7 ± 1.0	1.0 ± 0.1
moxGFP (*PYK1pro*, –Leu–Ura)	16.1 ± 0.9	100.0 ± 3.9	16.1 ± 0.6
SS-moxGFP (*PYK1pro*, –Ura)		4.6 ± 0.1	0.7 ± 0.0

Values are mean ± standard deviation.

## References

[b1] MoriyaH. Quantitative nature of overexpression experiments. Mol Biol Cell 26, 3932–3939, 10.1091/mbc.E15-07-0512 (2015).26543202PMC4710226

[b2] SnoepJ. L., YomanoL. P., WesterhoffH. V. & IngramL. O. Protein burden in *Zymomonas rnobilis*: negative flux and growth control due to overproduction of glycolytic enzymes. Microbiology 141, 2329–2337 (1995).

[b3] StoebelD. M., DeanA. M. & DykhuizenD. E. The cost of expression of *Escherichia coli lac* operon proteins is in the process, not in the products. Genetics 178, 1653–1660, 10.1534/genetics.107.085399 (2008).18245823PMC2278061

[b4] ShachraiI., ZaslaverA., AlonU. & DekelE. Cost of unneeded proteins in *E. coli* is reduced after several generations in exponential growth. Mol Cell 38, 758–767, 10.1016/j.molcel.2010.04.015 (2010).20434381

[b5] ShahP., DingY., NiemczykM., KudlaG. & PlotkinJ. B. Rate-limiting steps in yeast protein translation. Cell 153, 1589–1601, 10.1016/j.cell.2013.05.049 (2013).23791185PMC3694300

[b6] KafriM., Metzl-RazE., JonaG. & BarkaiN. The Cost of Protein Production. Cell Rep 14, 22–31, 10.1016/j.celrep.2015.12.015 (2016).26725116PMC4709330

[b7] ParkS. H. . PolyQ proteins interfere with nuclear degradation of cytosolic proteins by sequestering the Sis1p chaperone. Cell 154, 134–145, 10.1016/j.cell.2013.06.003 (2013).23791384

[b8] TorresE. M. . Identification of aneuploidy-tolerating mutations. Cell 143, 71–83, 10.1016/j.cell.2010.08.038 (2010).20850176PMC2993244

[b9] Geiler-SamerotteK. A. . Misfolded proteins impose a dosage-dependent fitness cost and trigger a cytosolic unfolded protein response in yeast. Proc Natl Acad Sci USA 108, 680–685, 10.1073/pnas.1017570108 (2011).21187411PMC3021021

[b10] MakanaeK., KintakaR., MakinoT., KitanoH. & MoriyaH. Identification of dosage-sensitive genes in *Saccharomyces cerevisiae* using the genetic tug-of-war method. Genome Research 23, 300–311, 10.1101/gr.146662.112 (2013).23275495PMC3561871

[b11] MatlinK. S. Spatial expression of the genome: the signal hypothesis at forty. Nat Rev Mol Cell Biol 12, 333–340, 10.1038/nrm3105 (2011).21487438

[b12] FukasawaY. . MitoFates: improved prediction of mitochondrial targeting sequences and their cleavage sites. Mol Cell Proteomics 14, 1113–1126, 10.1074/mcp.M114.043083 (2015).25670805PMC4390256

[b13] PetersenT. N., BrunakS., von HeijneG. & NielsenH. SignalP 4.0: discriminating signal peptides from transmembrane regions. Nat Methods 8, 785–786, 10.1038/nmeth.1701 (2011).21959131

[b14] KosugiS., HasebeM., TomitaM. & YanagawaH. Systematic identification of cell cycle-dependent yeast nucleocytoplasmic shuttling proteins by prediction of composite motifs. Proc Natl Acad Sci USA 106, 10171–10176, 10.1073/pnas.0900604106 (2009).19520826PMC2695404

[b15] XuD. . LocNES: a computational tool for locating classical NESs in CRM1 cargo proteins. Bioinformatics 31, 1357–1365, 10.1093/bioinformatics/btu826 (2015).25515756PMC4410651

[b16] HentschelA., ZahediR. P. & AhrendsR. Protein lipid modifications-More than just a greasy ballast. Proteomics 16, 759–782, 10.1002/pmic.201500353 (2016).26683279

[b17] SchmidtO., PfannerN. & MeisingerC. Mitochondrial protein import: from proteomics to functional mechanisms. Nat Rev Mol Cell Biol 11, 655–667, 10.1038/nrm2959 (2010).20729931

[b18] StewartM. Molecular mechanism of the nuclear protein import cycle. Nat Rev Mol Cell Biol 8, 195–208, 10.1038/nrm2114 (2007).17287812

[b19] FukataY. & FukataM. Protein palmitoylation in neuronal development and synaptic plasticity. Nat Rev Neurosci 11, 161–175, 10.1038/nrn2788 (2010).20168314

[b20] MoriyaH., Shimizu-YoshidaY. & KitanoH. *In vivo* robustness analysis of cell division cycle genes in *Saccharomyces cerevisiae*. Plos Genetics 2, 1034–1045, 10.1371/journal.pgen.0020111 (2006).PMC150081216839182

[b21] MoriyaH., ChinoA., KapuyO., Csikasz-NagyA. & NovakB. Overexpression limits of fission yeast cell-cycle regulators *in vivo* and *in silico*. Molecular Systems Biology 7, 10.1038/msb.2011.91 (2011).PMC373773122146300

[b22] MoriyaH., MakanaeK., WatanabeK., ChinoA. & Shimizu-YoshidaY. Robustness analysis of cellular systems using the genetic tug-of-war method. Molecular Biosystems 8, 2513–2522, 10.1039/c2mb25100k (2012).22722869

[b23] CormackB. P. . Yeast-enhanced green fluorescent protein (yEGFP) a reporter of gene expression in *Candida albicans*. Microbiology 143 (Pt 2), 303–311 (1997).904310710.1099/00221287-143-2-303

[b24] PartowS., SiewersV., BjørnS., NielsenJ. & MauryJ. Characterization of different promoters for designing a new expression vector in *Saccharomyces cerevisiae*. Yeast 27, 955–964, 10.1002/yea.1806 (2010).20625983

[b25] ZachariasD. A. & TsienR. Y. Molecular biology and mutation of green fluorescent protein. Methods Biochem Anal 47, 83–120 (2006).16335711

[b26] PopkenP., GhavamiA., OnckP. R., PoolmanB. & VeenhoffL. M. Size-dependent leak of soluble and membrane proteins through the yeast nuclear pore complex. Mol Biol Cell 26, 1386–1394, 10.1091/mbc.E14-07-1175 (2015).25631821PMC4454183

[b27] GüttlerT. . NES consensus redefined by structures of PKI-type and Rev-type nuclear export signals bound to CRM1. Nat Struct Mol Biol 17, 1367–1376, 10.1038/nsmb.1931 (2010).20972448

[b28] XuC., WangS., ThibaultG. & NgD. T. Futile protein folding cycles in the ER are terminated by the unfolded protein O-mannosylation pathway. Science 340, 978–981, 10.1126/science.1234055 (2013).23704572

[b29] CostantiniL. M. . A palette of fluorescent proteins optimized for diverse cellular environments. Nat Commun 6, 7670, 10.1038/ncomms8670 (2015).26158227PMC4499870

[b30] DuY., Ferro-NovickS. & NovickP. Dynamics and inheritance of the endoplasmic reticulum. J Cell Sci 117, 2871–2878, 10.1242/jcs.01286 (2004).15197242

[b31] WestermannB. & NeupertW. Mitochondria-targeted green fluorescent proteins: convenient tools for the study of organelle biogenesis in Saccharomyces cerevisiae. Yeast 16, 1421–1427 (2000).1105482310.1002/1097-0061(200011)16:15<1421::AID-YEA624>3.0.CO;2-U

[b32] KulakN. A., PichlerG., ParonI., NagarajN. & MannM. Minimal, encapsulated proteomic-sample processing applied to copy-number estimation in eukaryotic cells. Nat Methods 11, 319–324, 10.1038/nmeth.2834 (2014).24487582

[b33] YoungE. T. & PilgrimD. Isolation and DNA sequence of *ADH3*, a nuclear gene encoding the mitochondrial isozyme of alcohol dehydrogenase in Saccharomyces cerevisiae. Mol Cell Biol 5, 3024–3034 (1985).294398210.1128/mcb.5.11.3024-3034.1985PMC369115

[b34] AstT., MichaelisS. & SchuldinerM. The Protease Ste24 Clears Clogged Translocons. Cell 164, 103–114, 10.1016/j.cell.2015.11.053 (2016).26771486PMC4715265

[b35] WrobelL. . Mistargeted mitochondrial proteins activate a proteostatic response in the cytosol. Nature 524, 485–488, 10.1038/nature14951 (2015).26245374

[b36] WangX. & ChenX. J. A cytosolic network suppressing mitochondria-mediated proteostatic stress and cell death. Nature 524, 481–484, 10.1038/nature14859 (2015).26192197PMC4582408

[b37] ChongY. T. . Yeast Proteome Dynamics from Single Cell Imaging and Automated Analysis. Cell 161, 1413–1424, 10.1016/j.cell.2015.04.051 (2015).26046442

[b38] TomalaK. & KoronaR. Evaluating the fitness cost of protein expression in *Saccharomyces cerevisiae*. Genome Biol Evol 5, 2051–2060, 10.1093/gbe/evt154 (2013).24128940PMC3845635

[b39] BrachmannC. B. . Designer deletion strains derived from *Saccharomyces cerevisiae* S288C: a useful set of strains and plasmids for PCR-mediated gene disruption and other applications. Yeast 14, 115–132 (1998).948380110.1002/(SICI)1097-0061(19980130)14:2<115::AID-YEA204>3.0.CO;2-2

[b40] LiZ. . Systematic exploration of essential yeast gene function with temperature-sensitive mutants. Nat Biotechnol 29, 361–367, 10.1038/nbt.1832 (2011).21441928PMC3286520

[b41] GiaeverG. . Functional profiling of the *Saccharomyces cerevisiae* genome. Nature 418, 387–391, 10.1038/nature00935 (2002).12140549

[b42] AmbergD. C., BurkeD. & StrathernJ. N. Methods in Yeast Genetics: A Cold Spring Harbor Laboratory Course Manual. (Cold Spring Harbor Laboratory Press, 2005).

[b43] OldenburgK. R., VoK. T., MichaelisS. & PaddonC. Recombination-mediated PCR-directed plasmid construction *in vivo* in yeast. Nucleic Acids Res 25, 451–452 (1997).901657910.1093/nar/25.2.451PMC146432

[b44] SatoK., SatoM. & NakanoA. Rer1p, a retrieval receptor for ER membrane proteins, recognizes transmembrane domains in multiple modes. Mol Biol Cell 14, 3605–3616, 10.1091/mbc.E02-12-0777 (2003).12972550PMC196553

[b45] ChristiansonT. W., SikorskiR. S., DanteM., SheroJ. H. & HieterP. Multifunctional yeast high-copy-number shuttle vectors. Gene 110, 119–122 (1992).154456810.1016/0378-1119(92)90454-w

[b46] KöhrerK. & DomdeyH. Preparation of high molecular weight RNA. Methods Enzymol 194, 398–405 (1991).170645910.1016/0076-6879(91)94030-g

[b47] KushnirovV. V. Rapid and reliable protein extraction from yeast. Yeast 16, 857–860 (2000).1086190810.1002/1097-0061(20000630)16:9<857::AID-YEA561>3.0.CO;2-B

[b48] FujitaK., HorieT. & IsonoK. Cross-genomic analysis of the translational systems of various organisms. J Ind Microbiol Biotechnol 27, 163–169 (2001).1178078710.1038/sj.jim.7000093

[b49] ClaytonC. E. & MowattM. R. The procyclic acidic repetitive proteins of *Trypanosoma brucei*. Purification and post-translational modification. J Biol Chem 264, 15088–15093 (1989).2475493

[b50] HoH. H., HeC. Y., de GraffenriedC. L., MurrellsL. J. & WarrenG. Ordered assembly of the duplicating Golgi in *Trypanosoma brucei*. Proc Natl Acad Sci USA 103, 7676–7681, 10.1073/pnas.0602595103 (2006).16672362PMC1472504

[b51] MillerM. E. & CrossF. R. Distinct subcellular localization patterns contribute to functional specificity of the Cln2 and Cln3 cyclins of *Saccharomyces cerevisiae*. Mol Cell Biol 20, 542–555 (2000).1061123310.1128/mcb.20.2.542-555.2000PMC85127

[b52] KalderonD., RobertsB. L., RichardsonW. D. & SmithA. E. A short amino acid sequence able to specify nuclear location. Cell 39, 499–509 (1984).609600710.1016/0092-8674(84)90457-4

[b53] WenW., MeinkothJ. L., TsienR. Y. & TaylorS. S. Identification of a signal for rapid export of proteins from the nucleus. Cell 82, 463–473 (1995).763433610.1016/0092-8674(95)90435-2

[b54] BabuP. . Plasma membrane localization of the Yck2p yeast casein kinase 1 isoform requires the C-terminal extension and secretory pathway function. J Cell Sci 115, 4957–4968 (2002).1243208210.1242/jcs.00203

[b55] JungbluthM., RenickeC. & TaxisC. Targeted protein depletion in *Saccharomyces cerevisiae* by activation of a bidirectional degron. BMC Syst Biol 4, 176, 10.1186/1752-0509-4-176 (2010).21190544PMC3024245

How the deposited data were processed for this re-analysis (not part of the article)

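Total RNA of log-phase cells grown in SC–Ura, extracted with hot phenol, was labelled with a single dye and hybridized to Agilent yeast oligo arrays. There were 7 arrays, 1 for the empty vector and 1 for each of GFP, GFP-Deg, GFPm3, MTS-GFP, NES-GFP and SS-GFP. Each array was matched to its construct by the labels that the authors deposited with it. Because no construct was measured on more than 1 array, the values have no replicate error, and no test across genes was made.

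The authors scanned the arrays and ran the Feature Extraction software, and the files they deposited hold, for each spot, an intensity that this software had corrected for background and spatial trend, on a linear scale and without normalization between arrays. The deposited intensity values of the whole series were equal to these processed values for every spot, so no further scaling had been applied to them. The paper names the agilp package for its own processing, but its text does not name the normalization step. What was computed here starts from the intensity of each spot.

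Control spots and the spots that the software marked as outliers were left out, log2 was taken, and the 75th percentile of each array was subtracted. The 7 spots of a probe were averaged, and then the probes of a systematic name. For 29 names with more than 1 probe, the probes differed by more than 2-fold from each other in an array for only 1. Of the 6225 names, 5737 matched a locus tag of the reference gene table of *S. cerevisiae*, which was used for names only, and 26 are not names of open reading frames. A gene counted as well above background on an array when at least 4 of the spots of each of its probes did, a definition chosen after the values had been seen. This held on all 7 arrays for 5978 genes and on no array for 62. The deviation of a gene is its log2 value minus the mean of the 7 arrays, and a gene was counted as changed when its deviation was over 1 in size, that is over 2-fold, in at least 1 array.

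Genes were named by a rule set before the data were examined, apart from the definition of well above background. The rule took the genes the paper names for the arrays, for the constructs and in Fig. 2. It also took the plasmid markers and the genes deleted in the host strain. For each array, it took the 3 genes that deviated most upward and the 3 that deviated most downward. These were chosen among the genes well above background on all 7 arrays, a definition chosen after the values had been seen. In addition, 21 lists of genes were written by function, also before the data were examined, but with Table S2 at hand, so they are not fully independent of it and the part of each list outside Table S2 is given where it matters. They cover proteasome subunits, genes of the unfolded protein response, chaperones, mitochondria-encoded genes, *PAU* genes, hypoxic genes, thiamine, zinc, phosphate, iron, copper and general stress genes, ribosomal proteins, ribosome biogenesis, nuclear transport, the nuclear pore, mitochondrial import, ER translocation, the respiratory chain, ergosterol synthesis and the native plasmid of yeast. The last list had no member on the array by name and was not analysed here. The median of each list was set among the medians of 10000 random lists of the same size, drawn from 20 bins of mean signal, as a description of these arrays. Random lists were drawn gene by gene, while genes of a list can vary together. Medians above or below all random lists also occurred in arrays without a claim, such as the ER folding and degradation genes in the empty vector.

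The alternatives were quantile normalization, loess normalization of each array against the mean of the arrays, background correction by normexp with an offset of 50 followed by quantile normalization, the deposited values without scaling between arrays, filters on probes near background, the median of a gene's probes, other thresholds, and other averages. Normexp was run on the median signal of each spot, because the files hold no mean signal. The mean of the arrays on the same slide as the average was added after the values had been seen. The slide could not be fitted as a block beside the construct with 1 array per construct. In the copy of Table S2 used here, 336 genes are listed, fewer than the number of genes the paper gives, so no test of overlap with it, no comparison of its clusters with a new clustering and no random lists for its clusters were computed, although they had been planned.

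The pooled SD between spots of a probe over the 7 arrays, on the log2 scale, was used as the size below which a value counts as unmoved. It covers the measurement on an array and leaves out labelling, hybridization and culture. The steps were tested on simulated arrays of 6225 genes with 200 genes changed by known amounts. For the count of genes changed more than 2-fold, 200 of the 200 were recovered, 0 other genes were called, and the largest error was 0.10 on the log2 scale. All simulated changes lay well over the threshold, with noise between spots only and no differences between cultures or slides. Full recovery thus checks the steps of the calculation, and does not show how reliable calls near the threshold are. A simulated list of 20 genes moved by 0.5 had a median of 0.44, and 4.57% of 700 percentiles of unchanged lists lay outside the range from 2.5 to 97.5. This last test replaced one on a single unchanged list after its result had been seen. Genes of the simulated lists varied independently, which genes of the real lists need not do. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and limma 3.58.1 in R 4.3.3 for quantile, loess and normexp steps.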

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

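The tests of the place of the empty vector between the slides, of other splits of the arrays, of the slope of the spike-in probes and of copper uptake genes against *URA3* were chosen after the results had been seen, as were the difference of 0.5 on the log2 scale from which a list is given here, the choice of lists that the paper does not discuss, and the mean of the arrays of a slide as an average. All differences given here are between single arrays, and differences between cultures of the same strain were not measured.

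Some lists of genes that the paper does not discuss differed from the empty vector, the control array. The 20 genes of iron uptake and use had a median of 0.92 against the empty vector in MTS-GFP and 0.75 in NES-GFP, and all 20 were above the mean of the 7 arrays in both. Over the 10 genes that are not in Table S2, the medians were 0.48 and 0.34. Both arrays share a slide with the empty vector, so a difference between slides does not enter. The deviation of the list from the average kept its sign in these arrays and in GFP under each of the 12 alternatives. In GFP, the list was at -0.60 against the empty vector, but at -0.03 over the genes outside Table S2 and at -0.22 against the mean of slide 2, which held GFP. Slide and construct cannot be told apart in the comparison of GFP with the empty vector. The construct and the single culture stay open, as neither was tested.

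The 4 genes of copper uptake that Mac1 regulates (*CTR1*, *CTR3*, *FRE1* and *FRE7*) were lower in every other array than in the empty vector, with medians of -2.51 in MTS-GFP, -1.96 in GFPm3, -1.82 in SS-GFP, -1.18 in GFP-Deg, -1.12 in GFP and -1.05 in NES-GFP. Of the 4 genes, 3 are in Table S2, and the remaining gene was at -0.60 in MTS-GFP and 0.04 in GFP-Deg against the empty vector. The order of the arrays resembled that of *URA3*. Across the 7 arrays, the Pearson correlation of the list with *URA3* was 0.927 (exact permutation test, two-sided, p = 0.00179, adjusted over 2 relations by Benjamini-Hochberg p = 0.00357), and the Spearman correlation was 0.929 (exact permutation p = 0.00675, adjusted p = 0.00675). Without the empty vector and GFPm3, the arrays farthest from the median of *URA3*, Pearson's r was 0.936. For *LEU2* and *URA3*, the other relation, Pearson's r was 0.913 (exact permutation p = 0.00516, adjusted p = 0.00516), Spearman's rho was 0.929 (exact permutation p = 0.00675), and r was 0.900 without the same arrays. The slides hold 4 and 3 arrays, and no correlation within a slide is given for so few. A candidate explanation is that these genes follow the copy number of the plasmid, but the relation was noticed on these arrays and the list overlaps cluster 12, which holds *LEU2* and *URA3*, so the test does not decide between this and the choice of the genes.

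The 131 genes of ribosomal proteins had medians of -0.86 in MTS-GFP and -0.60 in NES-GFP against the empty vector on the same slide, and in each of these arrays only 1 gene was above the mean of the 7 arrays. In both arrays, the median lay below all of 10000 random lists of the same size and signal, and the deviation from the average stayed negative under each of the 12 alternatives, so neither the slide nor the scaling between arrays accounts for the sign. Many of these genes are near-identical pairs. Whether their transcripts bind each other's probes was not tested, so the count of genes may not be a count of separate measurements. The paper reports growth defects for strains with these constructs, but growth was not set against these values, and no biological explanation was tested.

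A list of 19 genes of ergosterol synthesis had medians of -0.58 in GFP and -0.54 in GFP-Deg against the empty vector, which was on the other slide. SS-GFP, the remaining array of slide 2, was at -0.37. Relative to the mean of slide 2, the list was at -0.20 in GFP and at -0.08 in GFP-Deg. Slide and construct cannot be told apart here, because the empty vector is the control for both slides and was on slide 1.

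The control probes for spike-in RNA, on which the paper does not report, were brighter on slide 2 than on slide 1 by 3.41 on the log2 scale (10.6-fold), from 3.30 to 3.60 between probes. Their mean log2 signal was 10.32 on slide 1 and 13.73 on slide 2. The yeast probes differed the other way and far less, with 75th percentiles from 4417 to 5624 on slide 1 and from 3693 to 4320 on slide 2. The spike-in RNA was added to the samples, so no biological explanation was tested, and the amount added is not known. Each array was scaled by its own yeast probes, so the spike-in probes enter no value of a yeast gene. The slope of the 7 spike-in probes that were well above background on all arrays differed between the slides by -0.00952, and that of all 10 probes by 0.0538. The sign thus depends on the probes taken, a choice made after the first values had been seen, and the test does not decide whether the range of signal was compressed on a slide.

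The slides also differed in yeast genes. The first principal component of the deviations held 54.6% of the variance. MTS-GFP (0.50), NES-GFP (0.41) and GFPm3 (0.30) of slide 1 lay opposite GFP-Deg (-0.51), GFP (-0.40) and SS-GFP (-0.28) of slide 2. The empty vector, also on slide 1, was at -0.02. Projected over all genes on the line from the mean of slide 2 to the mean of the other arrays of slide 1, it lay 0.49 of the way. Between the slides lay 47.1% of the variance, where 16.7% is the share for unrelated arrays. It was 41.3% after quantile normalization, which gives each array the same distribution and so argues against a compressed range of signal as the whole cause. Chance cannot be excluded, since 2 of the 35 splits of the 7 arrays into 4 and 3 gave a share as large. The other was the split that puts the empty vector with GFP, GFP-Deg and SS-GFP (47.5%). A difference between slides and the constructs cannot be told apart, because each construct was on a single slide and the empty vector lay between them.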

How the results depend on the processing

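The mean of the arrays on the same slide as the average was chosen after the values had been seen, and so were the list results that are followed here and the counts of signs over alternatives, while the 11 other ways of processing were set before the data were examined. No paired analysis was possible because every construct has replicate 1 only, with 1 array each, and for the same reason no replicate could be left out. The slide could not be fitted as a block. The alternatives for the match between the clusters of Table S2 and a new clustering (quantile and loess normalization, the deposited values, another distance and the values of Table S2) were not run, because that match was not computed. A value is called unmoved here when it stayed within the pooled SD between spots, a correlation when it stayed within 0.0307, and a count when it stayed within 1.5 times. The limit for correlations was chosen after the values had been seen.

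Of 140 medians of fixed lists, 1 for each list and array, 82 had the same sign under every alternative, as had 81 of the 140 medians of the clusters. Of 30 named genes, 11 stayed on the same side of the 2-fold threshold in every alternative. *RPT6* stayed on its side in 6 of 12 (from 0.65 to 1.17), *HSP78* in 8 and *CUZ1* in 9. Both filters on probes near background and the median of a gene's probes left all 75 results followed unmoved, and probes in place of genes left the count of changed genes unmoved. Quantile normalization moved 6 results, loess 13, normexp 18 and the unscaled values 30. The mean of the 6 GFP arrays moved 11, the median of the 7 arrays 41, the empty vector 42 of the 69 that it can give, the mean of the other 6 arrays 55 and the mean of the slide 56. Where a cause is not named, the cause was not tested.

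The count of 558 changed genes was 1974 at 1.5-fold and 156 at 3-fold, as thresholds of this kind must change it. It was 466 after quantile and 479 after loess normalization, and 616 for the unscaled values. Of the calls, 58.4% were higher than the average. This share was 69.1% with the median of the 7 arrays and 74.1% with the empty vector as the average, but 49.3% with the mean of the 6 GFP arrays, where lower calls (562) outnumbered higher calls (547).

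With normexp, the count was 313, and the medians were 1.24 for cluster 19 in GFP-Deg, 1.17 for cluster 20 in SS-GFP, 1.05 for cluster 11 in GFPm3, and in MTS-GFP 1.45 for cluster 1, 1.81 for cluster 2, -0.53 for the mitochondria-encoded genes and 1.87 for the hypoxic list. An offset added to each signal draws ratios of dim genes toward 0 by construction, but whether it accounts for these values was not tested. With loess, cluster 19 in GFP-Deg was at 1.57.

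With the unscaled values, the median of all genes shifted to -0.05 in the empty vector, -0.27 in GFP, -0.15 in GFP-Deg, 0.27 in GFPm3, 0.03 in MTS-GFP, 0.27 in NES-GFP and -0.09 in SS-GFP, and the results follow it in part. Cluster 19 in GFP-Deg was at 1.54, the proteasome subunits at 0.48, and in GFPm3 cluster 11 was at 1.496 and the chaperones at 0.91. In NES-GFP, cluster 1 was at 1.36, cluster 5 at 0.72, the *PAU* genes at 1.93 and the hypoxic list at 1.73, and 25 genes changed only there. Reversed were nuclear transport (0.11) and the nuclear pore (0.19) in NES-GFP, both still below the median of all genes.

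Leaving an array out of its own average raises the size of its deviations by construction, and cannot change their sign or the order of the arrays. With the mean of the other 6 arrays, the count was 845. In the empty vector, cluster 12 was at 1.69 and cluster 3 at 1.82. Cluster 19 was at 2.02 and the proteasome subunits at 0.79 in GFP-Deg, cluster 20 at 1.55 and the ER list at 0.92 in SS-GFP, and cluster 11 at 1.48 and the chaperones at 0.79 in GFPm3. In MTS-GFP, the mitochondria-encoded genes of clusters 6 and 18 were at -1.41, the whole list of these genes at -0.96, cluster 1 at 1.83, cluster 2 at 2.36, cluster 5 at 1.54, *PAU* genes at 2.52 and hypoxic genes at 2.32. In NES-GFP, cluster 1 was at 1.23, *PAU* genes at 1.89 and hypoxic genes at 1.66. With the mean of the 6 GFP arrays, clusters 12 and 3 in the empty vector were at the same values, 1.69 and 1.82, clusters 1 and 2 in MTS-GFP at 1.46 and 1.86, and cluster 5 in NES-GFP at 0.31.

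With the empty vector as the average, the count was 1057, cluster 19 in GFP-Deg was at 2.13, and in GFPm3 cluster 11 was at 1.76 and the chaperones at 0.84. In MTS-GFP, cluster 1 was at 2.00, cluster 5 at 1.92 and *PAU* genes at 2.56, and the mitochondria-encoded genes fell by 1.00. In NES-GFP, cluster 1 was at 1.45, cluster 5 at 0.98 and *PAU* genes at 2.03. The correlation of MTS-GFP with NES-GFP was 0.87, while simulated unchanged arrays, which share the subtracted array, gave 0.50. Reversed were copper uptake genes in NES-GFP (from 0.33 to -1.05) and ergosterol genes in MTS-GFP (from 0.10 to -0.10).

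With the median of the 7 arrays as the average, cluster 19 in GFP-Deg was at 1.89, cluster 20 and the ER list in SS-GFP at 1.61 and 1.01, cluster 11 in GFPm3 at 1.48, the mitochondria-encoded genes of clusters 6 and 18 at -1.34, cluster 1 in NES-GFP at 1.23, *PAU* genes at 2.56 in MTS-GFP and 2.02 in NES-GFP, and thiamine genes in the empty vector at 0.55. The correlation of MTS-GFP with NES-GFP was 0.77, and 16 genes changed only in NES-GFP.

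With the mean of the slide as the average, arrays of a slide that share a response draw it into the average by construction. The count was 275, and 0 genes changed only in NES-GFP. In the empty vector, cluster 3 was at 1.71 and zinc-responsive genes at 0.74. Cluster 19 was at 1.11 and the proteasome subunits at 0.55 in GFP-Deg, cluster 20 at 0.98 and the ER list at 0.57 in SS-GFP, and cluster 11 at 0.94 in GFPm3. In MTS-GFP, the mitochondria-encoded genes of clusters 6 and 18 were at -0.98, cluster 1 at 0.96, cluster 2 at 1.68, cluster 5 at 1.16, *PAU* genes at 1.28 and hypoxic genes at 0.95, and ergosterol genes were reversed (-0.090). In NES-GFP, clusters 1 and 5 were at 0.47 and 0.28, *PAU* genes at 0.74 and hypoxic genes at 0.46. The correlation of MTS-GFP with NES-GFP was 0.38.

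Signal over background limits the count of changed genes more than the medians. Of the 6225 genes, 5978 were well above background on all 7 arrays. The count of changed genes was 426 when only the probes of such genes were used and 533 with probes well above background on at least 1 array, so part of the changed genes rests on signal near background in some array.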

Differences from the paper's values

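The mean of the arrays on the same slide was chosen as an average after the values had been seen, and all tests on the values of Table S2 use the pooled SD between spots as the error, for want of replicates. Where alternatives are named, they are those of the 11 that were set before the data were examined, under which a value does not differ from the paper's, and under the others of the 11 it differs. The table is headed as fold change over the average, but its values match those here on the log2 scale, with a median absolute difference of 0.0585 over 331 genes and 70.3% of values within the pooled SD. The distance was smallest with normexp (0.0294, 91.2%), followed by quantile normalization (0.0358, 83.3%).

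The paper gives 337 genes changed more than 2-fold from the average, and 558 were found here. A count within 1.5 times the paper's was taken as not different. This held for quantile normalization (466), loess (479), normexp (313) and the filter on all 7 arrays (426), none of which equals 337. Under the others, the count lay beyond this limit. It was also within 1.5 times with the mean of the slide (275), an average chosen after seeing the values. Table S2 lists 336 genes.

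The paper prints no medians of clusters. Those called the paper's here were computed from its values in Table S2 over the genes found on the array. For cluster 19 in GFP-Deg, the median of the paper's values in Table S2 is 1.255, while 1.74 was found here, and the values under normexp (1.24) do not differ, whereas those under the others do. The median of cluster 1 in MTS-GFP has 1.45 as the median of the paper's values in Table S2 against 1.57 here, and only normexp (1.45) and the mean of the 6 GFP arrays (1.46) closed this difference. The median of cluster 2 in MTS-GFP is 1.89 from the paper's values in Table S2 and 2.02 here, without a difference under quantile normalization (1.98), normexp (1.81), the empty vector as average (1.93) and the mean of the 6 GFP arrays (1.86) and with one under the others.

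For *DOC1* in GFP-Deg, the paper gives 1.84, while 1.97 was found here, and the values under normexp (1.73), the unscaled values (1.78) and the mean of the 6 GFP arrays (1.90) do not differ, whereas those under the others do. *SSA3* in GFPm3 has 1.21 as the paper's value against 1.35 here, and only quantile normalization (1.31), loess (1.24), normexp (1.26) and the mean of the 6 GFP arrays (1.26) closed this difference. *AHA1* in GFPm3 is 1.24 in the paper's table and 1.09 here, without a difference under quantile normalization (1.17), loess (1.17), normexp (1.14), the unscaled values (1.32), the median of the 7 arrays (1.17), the empty vector as average (1.34) and the mean of the other 6 arrays (1.27) and with one under the others. For *HSP78* in GFPm3, the paper gives 1.03, while 0.90 was found here, and the values under quantile normalization (0.97), loess (0.98), normexp (0.95), the unscaled values (1.13) and the mean of the other 6 arrays (1.05) do not differ, whereas those under the others do.

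*PHO5* in MTS-GFP has 1.49 as the paper's value against 1.62 here, and only quantile normalization (1.58), normexp (1.41) and the empty vector as average (1.59) closed this difference. *PHO84* in MTS-GFP is 3.56 in the paper's table and 3.72 here, without a difference under normexp (3.62) and with one under the others. For *PHO89* in MTS-GFP, the paper gives 1.89, while 2.02 was found here, and the values under quantile normalization (1.98), normexp (1.81) and the mean of the 6 GFP arrays (1.86) do not differ, whereas those under the others do. *HXT7* in MTS-GFP has 1.48 as the paper's value against 1.03 here, and only loess (1.502) and normexp (1.39) closed this difference. With the mean of the slide, an average chosen after seeing the values, *PHO5* (1.54) and *PHO89* (1.90) in MTS-GFP were also within the pooled SD of the paper's values. Whether transcripts of *HXT6*, which is near-identical to *HXT7*, bind its probes was not tested.

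The paper counts *CUZ1* in GFP-Deg and *HSP78* in GFPm3 among genes changed more than 2-fold, whereas here they deviated by 0.99 and 0.90. *CUZ1* was over the threshold with the median of the 7 arrays (1.08), the empty vector (1.08) and the mean of the other 6 arrays (1.16) as the average. *HSP78* was over it with these averages as well (1.15, 1.20 and 1.05) and with the unscaled values (1.13). Figure 2 shows *MCD1* among the genes higher in SS-GFP, where it deviated by -0.43 here, while *MCD4*, the gene that Table S2 lists, deviated by 1.49.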

Other observations

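The test of zinc-responsive genes on slide 1 was chosen after the result had been seen, while the other tests given here were chosen before it, and the list medians had been looked at once before the tests were run in their final form. With single arrays, a difference between constructs and a difference between single cultures both stay open throughout.

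*PAU* and hypoxic genes were higher in MTS-GFP and NES-GFP, which share a slide with the empty vector. If the slide were the whole cause, the empty vector would be as high. Against it, the *PAU* genes had a median of 2.56 in MTS-GFP and 2.03 in NES-GFP, and the hypoxic list 2.02 and 1.51, with every gene of both lists higher, which argues against the slide. Of the 12 hypoxic genes, 11 are in Table S2. *PAU* genes are all in Table S2 and near-identical, so their count may not be one of separate measurements. A cause in the oxygen supply of the single cultures was not tested.

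Zinc-responsive genes were lower in GFPm3, with a median deviation of -0.58. The median was -0.60 against the mean of the other arrays of slide 1, with 12 of 13 genes lower, which argues against the slide for the list as a whole. That mean includes the empty vector, the highest array for the list. Over the 7 genes that are not in Table S2, the median was only -0.26. All 13 genes were well above background on all 7 arrays, and their median was -1.24 against the empty vector, which argues against signal near background. Over the 7 genes outside Table S2, the median against the empty vector was -0.76 in GFPm3, -0.78 in MTS-GFP and -0.73 in NES-GFP. For those genes, the fall against the empty vector was thus not specific to GFPm3. GFPm3 was the lowest array for 8 of the 13 genes.

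Low values in GFPm3 could raise the empty vector above the average. Against the mean of the 5 arrays other than GFPm3 and itself, however, the empty vector was at 0.51 for zinc-responsive genes. For these genes, this argues against low values in GFPm3 as the whole cause. The same value was 0.57 for thiamine genes. The median of that list in GFPm3 was only -0.04, so leaving GFPm3 out could not decide the question there. The empty vector was the highest array for 17 of the 21 thiamine genes. The paper states that the reason for these levels is not known, and no biological explanation was tested.

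The mitochondria-encoded genes in MTS-GFP fell by 1.00 on the log2 scale against the empty vector on the same slide, which argues against the slide. Of the 23 genes, which may not be separate measurements, 19 were lower and 4 higher. Over the 15 genes that are not in Table S2, the median was smaller in size, at -0.45. A fall of all transcripts of the respiratory chain was tested with the genes encoded in the nucleus, which had a median of 0.14 against the empty vector, higher for 23 of 31 genes, and this argues against such a fall. The construct and the single culture stay open.

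The list of 37 ribosome biogenesis genes had a median deviation of 0.35 in GFPm3, 0.22 in GFP-Deg, -0.28 in GFP and -0.26 in MTS-GFP, each with the same sign in all 12 alternatives. The 16 genes of ER translocation were at 0.15 in SS-GFP, 0.19 in GFP-Deg, 0.18 in the empty vector and -0.31 in MTS-GFP. The sign in GFP-Deg changed without scaling between arrays and with the empty vector as the average. Against the empty vector, SS-GFP was at 0.05. General stress genes were at -0.73 in GFPm3 and -0.62 in GFP-Deg. The nuclear-encoded genes of the respiratory chain were at 0.20 in GFP, a sign that changed without scaling between arrays.

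Of the genes whose promoters drive the constructs, *TDH3* deviated by 0.63 in GFP, 0.64 in GFP-Deg and 0.22 in SS-GFP, all on slide 2, and by -0.44, -0.57 and -0.54 in GFPm3, MTS-GFP and NES-GFP on slide 1, which also held the empty vector (0.06). Against the empty vector, these 3 arrays were at -0.51, -0.64 and -0.60, differences that the slide does not enter. Relative to the mean of slide 2, *TDH3* was at 0.13 in GFP and 0.14 in GFP-Deg, and for the arrays of slide 2, slide and construct cannot be told apart in the comparison with the empty vector. *CDC19*, whose promoter is *PYK1pro*, was at 0.12 in the empty vector, 0.48 in GFP, 0.39 in GFP-Deg, 0.22 in SS-GFP, -0.39 in GFPm3, -0.41 in MTS-GFP and -0.41 in NES-GFP, and relative to the mean of slide 2 at 0.12 in GFP. *HXT7*, near-identical to *HXT6*, was at -1.69 in GFPm3 and -0.06 in NES-GFP, where *HXT7pro* was used.

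Of the genes well above background on all 7 arrays, the largest deviations not given at a claim were, upward in GFP, *YIR042C* (2.45), *YAR075W* (1.68) and *YPS5* (YGL259W) (1.65), and downward *DAN1* (-4.52), *PBI1* (YPL272C) (-2.94) and *YMR317W* (-2.59). The same 3 genes, *DAN1* (-3.46), *YMR317W* (-2.93) and *PBI1* (-2.74), were the lowest in GFP-Deg. Downward in the empty vector were *COS12* (YGL263W) (-2.64), *SPG4* (YMR107W) (-2.57) and *YIR042C* (-2.05), in MTS-GFP *IMD2* (YHR216W) (-2.68), *FRE7* (YOL152W) (-2.60) and *YAR075W* (-2.38), in NES-GFP *PHO84* (-1.44), *YJL127W-A* (-1.27) and *YDR426C* (-1.24), and in SS-GFP *TIR4* (-1.93), *SET4* (YJL105W) (-1.76) and *HES1* (YOR237W) (-1.73). In GFPm3, *PBI1* (2.08) and *DAN1* (1.93) followed *SSA4* upward.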
